# Dynamic partitioning of branched-chain amino acids-derived nitrogen supports renal cancer progression

**DOI:** 10.1038/s41467-022-35036-4

**Published:** 2022-12-20

**Authors:** Marco Sciacovelli, Aurelien Dugourd, Lorea Valcarcel Jimenez, Ming Yang, Efterpi Nikitopoulou, Ana S. H. Costa, Laura Tronci, Veronica Caraffini, Paulo Rodrigues, Christina Schmidt, Dylan Gerard Ryan, Timothy Young, Vincent R. Zecchini, Sabrina H. Rossi, Charlie Massie, Caroline Lohoff, Maria Masid, Vassily Hatzimanikatis, Christoph Kuppe, Alex Von Kriegsheim, Rafael Kramann, Vincent Gnanapragasam, Anne Y. Warren, Grant D. Stewart, Ayelet Erez, Sakari Vanharanta, Julio Saez-Rodriguez, Christian Frezza

**Keywords:** Metabolomics, Cancer metabolism

## Abstract

Metabolic reprogramming is critical for tumor initiation and progression. However, the exact impact of specific metabolic changes on cancer progression is poorly understood. Here, we integrate multimodal analyses of primary and metastatic clonally-related clear cell renal cancer cells (ccRCC) grown in physiological media to identify key stage-specific metabolic vulnerabilities. We show that a *VHL* loss-dependent reprogramming of branched-chain amino acid catabolism sustains the de novo biosynthesis of aspartate and arginine enabling tumor cells with the flexibility of partitioning the nitrogen of the amino acids depending on their needs. Importantly, we identify the epigenetic reactivation of argininosuccinate synthase (ASS1), a urea cycle enzyme suppressed in primary ccRCC, as a crucial event for metastatic renal cancer cells to acquire the capability to generate arginine, invade in vitro and metastasize in vivo. Overall, our study uncovers a mechanism of metabolic flexibility occurring during ccRCC progression, paving the way for the development of novel stage-specific therapies.

## Abstract (web summary)

Primary and metastatic tumours have different metabolic phenotypes due to changes in nutrient availability. Here the authors perform multi-omic analyses of primary and metastatic renal cancer cells grown in a physiological medium and show that the reprogramming of the branched-chain amino acid catabolism and urea cycle through re-expression of ASS1 allows metabolic flexibility during renal cancer progression.

## Introduction

Cancer is an ever-evolving disease in which tumor cells are subject to constant changes in nutrient and oxygen availability within the tumor microenvironment. To adapt to different microenvironments during tumor evolution, cancer cells become metabolically flexible, a process orchestrated either directly by metabolites availability or by activation of oncogenic signaling^1^. Consistently, it has been shown that tumors at different stages are metabolically distinct^2–7^. For instance, solid tumors use nutrients such as glucose to generate the biomass necessary to sustain their high proliferative demands^4,7^, whereas successful metastasis relies more on pyruvate, glutamine, lipid metabolism and, in specific tumor types, on mitochondrial metabolism such as oxidative phosphorylation^6,7^

High-throughput metabolomics technologies are widely used to study cancer metabolism. However, despite the simultaneous measurement of hundreds of metabolites, this approach cannot fully capture the complexity and dynamics of the altered metabolic network. Therefore, it is crucial to develop computational algorithms that can extract more biological insight from sparse metabolomics data^8–10^. These methods, combined with in vitro experimental conditions that mimic the nutrient microenvironment of the tumor in vivo^11,12^, can be used not only to dissect the complexity of tumor metabolism regulation, but also to identify new metabolic vulnerabilities in vivo.

Clear cell renal cell carcinoma (ccRCC), the most common histological subtype of RCC that accounts for 70% of renal malignancies^13^, has been extensively studied for its profound metabolic reprogramming^14–16^. ccRCC arises from epithelial tubular cells^17^ and it is driven by (epi)genetic lesions affecting the Von Hippel-Lindau tumor suppressor (*VHL*). *VHL* loss leads to robust activation of pro-oncogenic signaling mediated by the hypoxia inducible factor 2A (*EPAS1*/HIF2A)^18–20^, which transcriptionally orchestrates some of the most prominent metabolic alterations of these tumors. ccRCC tumors are fueled by aerobic glycolysis rather than oxidative phosphorylation (OXPHOS) due to HIF-mediated metabolic reprogramming and the mitochondrial dysfunction frequently observed in these tumors^14,21,22^. Over the last years, other pathways were added to the metabolic landscape of ccRCC, including dysregulated tryptophan, arginine, and glutamine metabolism, together with enhanced lipid and GSH biosynthesis^14^. Only recently, it was shown that the genomic loss or suppression of urea cycle (UC) genes such as Arginase 2 (*ARG2*) and argininosuccinate synthetase (*ASS1*) favors renal cancer growth, preserving the consumption of pyridoxal 5′-phosphate^23^. ccRCC tumors are also metabolically flexible, and the metabolic landscape of late-stage renal cancers is distinct from that of primary renal tumors^16^. More specifically, it was shown that upregulation of GSH biosynthesis, cysteine/methionine metabolism and polyamine pathways is associated with advanced ccRCC^16^. However, how the metabolic landscape of renal tumors evolves through progression, is regulated at molecular level, and impacts on tumor biology is largely unknown.

In this work, through a multi-omic analysis of primary and metastatic ccRCC cells, we identify the reprogramming of the branched-chain amino acid catabolism in renal cancer cells as a source of metabolic flexibility that sustains tumor growth. We showed that this reprogramming, dependent on *VHL* loss, provides cancer cells with enhanced capability to synthetize aspartate using the nitrogen derived from BCAA. Importantly, we observed that additional epigenetic reactivation of *ASS1* specifically in metastatic cells allows them to generate arginine using the nitrogen of BCAA, invade in vitro and metastasize in vivo. Overall, our study identify a mechanism of metabolic flexibility occurring during ccRCC progression that has the potential to become a target for future stage-specific intervention strategies.

## Results

To identify metabolic pathways reprogrammed in ccRCC progression, we first performed an enrichment analysis (GSEA) of tumor vs. matched normal tissue using the ccRCC(KIRC) RNA-seq dataset from The Cancer Genome Atlas (TCGA) (Fig. 1a). We identified amongst the most upregulated pathways in the tumors ribosome, DNA replication and signaling cascades while key metabolic features dysregulated in ccRCC tumors included not only the suppression of OXPHOS and TCA cycle but also arginine, BCAAs, tryptophan, and pyruvate metabolism (Fig. 1a), in line with previous findings^16,19,24–26^. BCAA catabolism (valine, leucine and isoleucine degradation) was the most suppressed pathway in renal tumors. Interestingly, all the genes of the pathway were significantly downregulated in the tumor samples, except for the Branched-Chain Amino Acid Transaminase 1 (*BCAT1*) and the lysosomal amino acids oxidase Interleukin 4 Induced 1 (*IL4I1*), which were strongly upregulated (Fig. 1b). This apparent discrepancy between the expression of BCAT1 and the other genes from the BCAA catabolism suggests that additional mechanisms beyond the transcriptional control may be involved in the fine-tuning of the pathways in tumors. Then, we focused on metabolic pathways that are transcriptionally deregulated during ccRCC progression. To this end, we compared RNA-seq from patients with locally advanced and metastatic (stage III + IV) vs. localized (stage I + II) ccRCC tumors. Using this approach, we identified metabolic pathways suppressed in stage III-IV cancers, with the BCAA catabolism as the top downregulated one (Fig. 1c). Consistent with a role for BCAA catabolism in ccRCC progression, the overall survival of patients with ccRCC correlated with the expression level of this pathway (Fig. 1d), with high expression associated with better prognosis. Of note, a significant correlation between BCAA enzyme levels and patient survival was only observed in a few tumor types, including renal cancer (KIRC and kidney renal papillary cell carcinoma KIRP) and colorectal cancer (Supplementary Fig. 1a, b). Thus, the suppression of BCAA catabolism is a metabolic hallmark of renal cancer and is independent of the cancer stage.

**Fig. 1:**
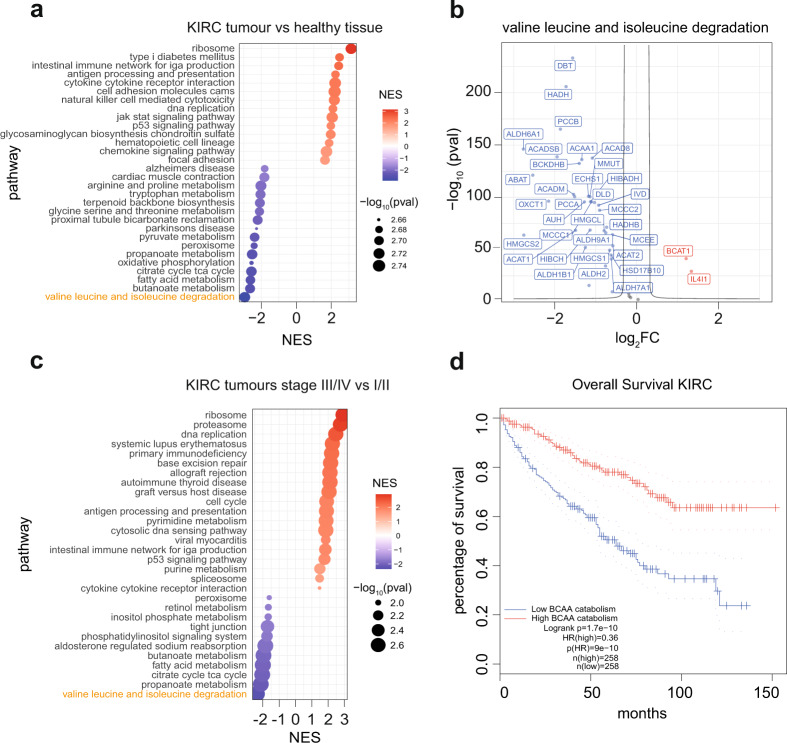
Branched-chain amino acid catabolism is suppressed in KIRC. **a** Dot plot showing the enriched pathways ranked by significance in KIRC tumors compared to renal healthy tissue obtained through GSEA analysis of RNA-seq data from TCGA. The dot size represents the significance expressed as –log_10_(*p*-value). red dots = upregulated pathways, blue dots = downregulated pathways. NES normalized enrichment score. Statistics was calculated using moderated two-sided Student test, *p*-values were corrected with Benjamini–Hochberg procedure. **b** Volcano plot showing the differential expression of genes that belong to KEGG “Valine leucine and isoleucine degradation” signature in KIRC tumors compared to renal healthy tissue. FC fold-change, red = upregulated genes, blue = downregulated genes. **c** Dot plot of the differentially enriched pathways in KIRC tumors comparing stage III/IV vs. stage I/II. Pathways, ranked by significance, are obtained through GSEA analysis of TCGA RNA-seq data. The dot size represents the significance expressed as –log_10_(*p*-value). red dots = upregulated pathways, blue dots = downregulated pathways. NES normalized enrichment score. Statistics was calculated using moderated two-sided Student test, *p*-values were corrected with Benjamini–Hochberg procedure. **d** Overall survival of KIRC patients obtained through GEPIA, based on gene expression of KEGG ‘Valine, leucine and isoleucine degradation’ signature. Cut-off used for high/low groups was 50% and *p*-value displayed as –logrank(*p*-value) calculated using Mantel–Cox test. The dotted line refers to the survival with a confidence interval (CI) of 95%. *n* number of samples compared, HR = hazard ratio based on the Cox PH model. KIRC = Renal clear cell carcinoma.

To assess the role of BCAA catabolism in renal cancer, we compared HK-2 proximal tubule kidney epithelial cells with a panel of ccRCC cell lines, 786-O, OS-RC-2, RFX-631 and the metastatic derivatives, 786-M1A, 786-M2A, and OS-LM1^27^ (Fig. 2a). To mimic the nutrient availability in vivo, we cultured all the cell lines in Plasmax, a recently developed physiological medium based on the human serum’s nutrient composition^12^. First, we performed a liquid chromatography-mass spectrometry (LC–MS) metabolomic analysis of the cells stably grown in Plasmax or standard culture medium (RPMI) and correlated it with the metabolic profile of a cohort of renal tumors and matched healthy renal tissues^9^. The metabolic profiles of cells grown in Plasmax exhibited a significant correlation with the profiles of tumor and normal tissues (*p*-value < 10^−6^), which is slightly higher compared to that of cells cultured in RPMI (*p*-value < 10^−8^) (Supplementary Fig. 2a). Furthermore, when we analyzed their transcriptomic profile (Supplementary Fig. 3g–j), ccRCC cells grown in Plasmax displayed the activation of transcription factors (TF) such as Hypoxia-inducible Factor 2A (HIF2A, *EPAS1* gene), MYC Associated Factor X (*MAX*), and Paired Box 8 (*PAX8*), known drivers of ccRCC^20,27,28^ (Supplementary Fig. 2b). 

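The transcriptomes were those of HK2 cells, a line of normal kidney proximal tubule, of 786-O, a line from a primary ccRCC, and of 786-M1A, a metastatic derivative of 786-O. All were grown in Plasmax, and 3 cultures of each line were sequenced as separate libraries, 9 in all. For each library the authors deposited the number of reads counted on every gene with the Rsubread package on the hg38 genome build, without normalization and without a filter on low counts. Between 30212291 and 45362428 reads per library were counted on genes, with a median of 39051396 in HK2, 41935403 in 786-O and 39065593 in 786-M1A. The 10 genes with the most counts took between 4.24% and 4.42% of the counts in HK2 libraries, between 4.82% and 4.96% in 786-O and between 5.70% and 5.78% in 786-M1A. The counts were scaled to library totals corrected by edgeR's TMM factors (CPM), and cell lines were compared with edgeR's quasi-likelihood test, with all 9 libraries in a single fit. Adjusted p-values are those of Benjamini-Hochberg over the 12695 genes tested, with a threshold of 0.05. The biological coefficient of variation between cultures that edgeR estimated over all genes was 3.93%. The paper plated replicate dishes of the cells a day before taking RNA, so this is a spread between dishes. The p-values rest on it and do not cover differences between passages or between other lines of the same stage. With 3 cultures against 3, an exact two-sided permutation test cannot give a p-value below 0.1. The smallest amount that the depth can show was set at 3 counts. On totals without the TMM factors this is 0.0661 CPM in the deepest library and 0.0993 CPM in the shallowest. The TMM factors lay between 0.967 and 1.03, so the floor on the corrected scale differs slightly. In the shallowest library 3 counts are 0.0966 CPM on that scale. This floor covers counting error only.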

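Between 786-O and HK2, 10693 of the genes tested had an adjusted p-value under the threshold, 5284 of them higher and 5409 lower in 786-O. Of these, 2829 differed by at least 2-fold, 1165 higher and 1664 lower. Between 786-M1A and HK2, 10784 genes passed the threshold, 5282 higher and 5502 lower in 786-M1A, and 3220 differed by at least 2-fold, 1322 higher and 1898 lower. The counts of genes with a 2-fold difference ran from 1329 for 786-O and 1530 for 786-M1A, under an arsinh variance-stabilizing calibration of the counts followed by limma, to 5410 and 5895 without a filter on low counts. With the replicate number as a block, 10688 and 10797 genes passed the threshold. The deviations of same-numbered libraries from the means of their lines had a mean correlation across genes of -0.046 between 786-O and HK2 and of -0.068 between 786-M1A and HK2, where genes are not independent replicates. The paper computed the activity of each transcription factor from the differences of its target genes, and those scores were not analysed here. The mRNA of the factors themselves was measured in the same libraries, which is not a measure of their activity. *EPAS1* (NCBI gene 2034, chromosome 2 of GRCh38, 46293667 to 46386697) had 304 ± 18.3 CPM (SD, n = 3) in HK2, 79.0 ± 1.37 CPM in 786-O and 123 ± 4.44 CPM in 786-M1A. Its log2 fold change against HK2 was -1.94 in 786-O (standard error 0.044, edgeR adjusted p = 3.16e-20) and -1.31 in 786-M1A (standard error 0.043, edgeR adjusted p = 1.93e-17). *MAX* (NCBI gene 4149, chromosome 14, 65006174 to 65102695) had 51.1 ± 0.799 CPM (SD, n = 3) in HK2, 28.2 ± 1.35 CPM in 786-O and 29.1 ± 1.54 CPM in 786-M1A. It was lower than in HK2 by a log2 fold change of -0.86 in 786-O (edgeR adjusted p = 4.71e-13) and of -0.81 in 786-M1A (edgeR adjusted p = 1.20e-12). *PAX8* (NCBI gene 7849, chromosome 2, 113215997 to 113278921) had 167 ± 5.67 CPM (SD, n = 3) in HK2, 165 ± 6.42 CPM in 786-O and 182 ± 8.51 CPM in 786-M1A. Its difference between 786-O and HK2 was within the spread of the cultures (log2 fold change -0.02, edgeR adjusted p = 0.641). Between 786-M1A and HK2 the log2 fold change was 0.12 (edgeR adjusted p = 0.0107), and this call was lost under upper-quartile scaling (0.074), the calibration of counts (0.081) or of log2 counts (0.0018) followed by limma, and without 786-M1A replicate 1 (0.083). *MAX* and *PAX8* overlap antisense genes that are also in the count table, *FNTB* and *PAX8-AS1* among them, and whether the counting used the strand is not named in the paper's text, so their counts are uncertain to that extent.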

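Of the metastatic lines, 786-M1A was sequenced, and 4 markers of metastasis, *CXCR4*, *CYTIP*, *LTBP1* and *SLAMF8*, were compared between it and 786-O, with CPM given as mean ± SD of the 3 cultures. *CXCR4* (NCBI gene 7852) lies on chromosome 2 of GRCh38 from 136114349 to 136119177. Its mRNA was at 5.81 ± 0.560 CPM in 786-M1A and at 0.0833 ± 0.0560 CPM in 786-O, a log2 fold change of 6.12 (standard error 0.24, adjusted p = 4.91e-15 from edgeR's quasi-likelihood test). *CYTIP* (NCBI gene 9595, chromosome 2, 157414619 to 157488961) was at 55.9 ± 0.830 CPM in 786-M1A and at 5.35 ± 0.680 CPM in 786-O, a log2 fold change of 3.38 (standard error 0.07, adjusted p = 1.84e-18). *LTBP1* (NCBI gene 4052, chromosome 2, 32946953 to 33399509) was at 16.4 ± 1.96 CPM and 2.95 ± 0.757 CPM, with a log2 fold change of 2.47 (standard error 0.15, adjusted p = 7.18e-09). *SLAMF8* (NCBI gene 56833, chromosome 1, 159826811 to 159837492) was at 8.77 ± 0.548 CPM and 3.67 ± 0.301 CPM, with a log2 fold change of 1.26 (standard error 0.10, adjusted p = 3.64e-10). DESeq2 gave larger standard errors, 0.48 for *CXCR4*, 0.084 for *CYTIP*, 0.23 for *LTBP1* and 0.13 for *SLAMF8*. Those given for edgeR can therefore be too small, most of all for *CXCR4*. Every 786-M1A library was above every 786-O library for each of the 4 genes (exact two-sided permutation test, p = 0.1, the smallest that 3 cultures against 3 allow). With each library left out in turn, the log2 fold change of *CXCR4* stayed between 5.66 and 6.58 and that of *SLAMF8* between 1.21 and 1.32. The values moved most under a calibration of the counts followed by limma for *CXCR4*, to a log2 fold change of 0.81, and under the same calibration of log2 counts for *CYTIP* (1.97), *LTBP1* (0.97) and *SLAMF8* (0.46). With the replicate number as a block they were 6.12 and 1.26. *SLAMF8* overlaps an antisense gene in the count table, *SNHG28*, with which it could share reads if the strand was not used.

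**Figure D1:**
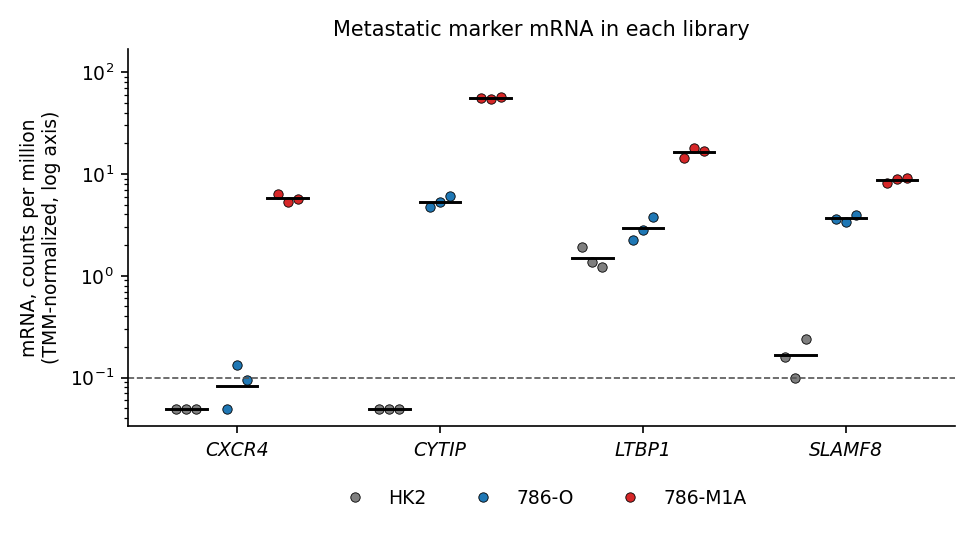
Normalized mRNA counts of *CXCR4*, *CYTIP*, *LTBP1* and *SLAMF8* in CPM on a log axis for HK2, 786-O and 786-M1A. Each point is a library and each bar the mean of 3. The dashed line is the floor of 3 counts in the shallowest library on its total without the TMM factor (0.0993 CPM). With that factor, which the points use, the floor is 0.0966 CPM. The lowest values, 0 included, are drawn at a fixed level under the line. The 786-M1A libraries of *CXCR4* lie between 5.32 and 6.42 CPM and those of 786-O between 0.0226 and 0.133 CPM.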

Consistent with previous data^27,29^, the metastatic cell lines maintained the expression of specific metastatic markers such as the C-X-C Motif Chemokine Receptor 4 (*CXCR4*), the Cytohesin 1 Interacting Protein (*CYTIP*), the Latent Transforming Growth Factor Beta Binding Protein 1 (*LTBP1*) and the SLAM Family Member 8 (*SLAMF8*) (Supplementary Fig. 2c). We then investigated the differential expression of the metabolic pathways in the renal cells HK2, 786-O and 786-M1A cultured in Plasmax using proteomics (Supplementary Fig. 3d–f). Enrichment analysis of proteomics data indicated that glycolysis, purine, and glutathione metabolism were upregulated while the BCAA catabolism, together with the OXPHOS and the TCA cycle, were amongst the most suppressed metabolic pathways in both 786-O and 786-M1A when compared with HK2 cells (Fig. 2b), in line with the results of the renal tumors from patients (Fig. 1a). Importantly, the majority of the proteins detected that belong to the BCAA catabolism were suppressed in 786-O vs. HK2 cells with the exception of a few enzymes including BCAT1, Short/Branched-Chain Specific Acyl-CoA Dehydrogenase (ACADSB), and the Aldehyde Dehydrogenase 2 (ALDH2) (Supplementary Fig. 2d). Notably, the levels of both BCAA catabolism and OXPHOS related proteins were further suppressed in metastatic 786-M1A compared to primary 786-O (Fig. 2c), as observed in the most aggressive renal tumors (Fig. 1c). The suppression of the OXPHOS in all renal cancer cells was confirmed by the lower basal and stimulated cellular respiration compared to HK2 cells (Supplementary Fig. 2e). To functionally validate the GSEA results, we used our metabolomics data (Fig. 2d, e and Supplementary Fig. 3a–c). We observed that both 786-O and 786-M1A have lower intracellular levels of leucine and isoleucine, while they accumulated C5 carnitines and methylmalonylcarnitines (detected as methylmalonylcarnitine+succinylcarnitine), by-product metabolites derived from intermediates of BCAA catabolism, while no significant differences were observed in C3-carnitines (Fig. 2d–f and Supplementary Fig. 2f). The accumulation of by-product metabolites derived from intermediates of BCAA catabolism might be the consequence of the suppression of key acyl-CoA dehydrogenases that belong to the BCAA catabolism such as Isovaleryl-CoA dehydrogenase (IVD) and Methylmalonyl-CoA mutase (MUT) (Fig. 2g). Intriguingly, metastatic 786-M1A cells displayed higher accumulation of methylmalonylcarnitine when compared to 786-O cells (Fig. 2e and Supplementary Fig. 2f), suggesting a potentially enhanced dysregulation of BCAA catabolism. Finally, the uptake of BCAAs was not significantly different among the cells types, with the exception of valine in 786-O and 786-M1A cells (Supplementary Fig. 2g), even though the heterodimer transport system between the Solute Carrier Family 7 Member 5 (SLC7A5, LAT1) and Solute Carrier Family 3 Member 2 (SLC3A2, CD98) (Supplementary Fig. 2h) was upregulated in all ccRCC cells compared to HK2 cells.

**Fig. 2:**
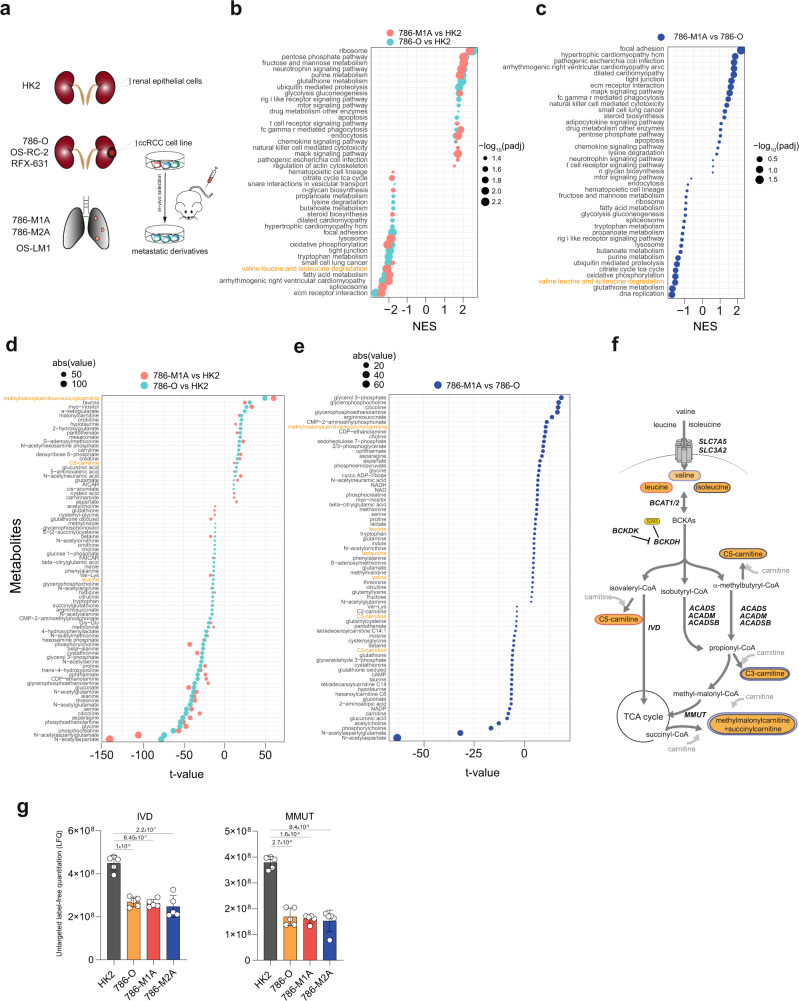
Regulation of BCAA catabolism in a cellular model system for renal cancer progression. **a** Schematics of the cell lines used in the study. HK2 cells were derived from normal renal tissue, 786-O, OS-RC-2, RFX-631 from primary ccRCC and the metastatic 786-M1A, 786-M2A, and OS-LM1 from lung metastases after injection in vivo. **b**, **c** Dot plot of the enriched pathways ranked by significance obtained through GSEA from proteomic data. Green dots represent 786-O vs. HK2, orange 786-M1A vs. HK2, blue 786-M1A vs. 786-O. Statistics was calculated using moderated two-sided Student test, *p*-values were corrected with Benjamini–Hochberg procedure. Dot size is proportional to –log_10_(adj-*p*-value). NES normalized enrichment score. **d**, **e** Dot plot showing the differential abundance of the indicated intracellular metabolites in the comparisons 786-O vs. HK2 (green),786-M1A vs. HK2 (orange), and 786-M1A vs. 786-O (blue) ranked by *t*-values. Data were normalized to total ion count and generated from *N* = 3 experiments. The dimension of the dots represents abs *t*-values. **f** Simplified schematic of the BCAA catabolism. Leucine and isoleucine are imported by the solute carrier system SLC7A5/SLC3A2, converted into branched-chain keto acids (BCKAs) by BCAT1/2 and subsequently oxidized by BCKDH complex into acyl-CoAs. BCKDH complex is inhibited by BCKDK-dependent phosphorylation on Ser293 residue. C5 and C3-carnitines are measured as readout of isovaleryl-CoA and propionyl-CoA, respectively. Acyl-CoAs are further catabolized by IVD, ACADS, ACADSB, ACADM, MMUT before entering the TCA cycle. Methylmalonylcarnitine and succinylcarnitine are readouts of methylmalonyl-CoA and succinyl-CoA. Metabolites highlighted by orange circles are measured by LC–MS. Red circles = metabolites from leucine catabolism, black circles =  metabolites derived from isoleucine, blue circles = metabolites derived from valine. **g** Labeled-free quantification (LFQ) of the indicated proteins from the proteomics dataset. Data are shown as mean of 5 independent cultures ± SD. Significance was calculated using one-way ANOVA where each group was compared with HK2. SLC7A5 = solute carrier family 7 member 5; SLC3A2 solute carrier family 3 member 2, BCAT1/2 branched-chain amino acid transaminase 1/2, BCKDH branched-chain keto acid dehydrogenase complex, BCKAs branched-chain keto acids, BCDK branched-chain keto acid dehydrogenase kinase, IVD isovaleryl-CoA dehydrogenase, ACADS Acyl-CoA dehydrogenase short chain, ACADSB Acyl-CoA dehydrogenase short/branched-chain, ACADM Acyl-CoA dehydrogenase medium chain, MMUT methylmalonyl-CoA mutase.

To further characterize the metabolic landscape of ccRCC cells during progression, including the reprogramming of BCAA catabolism, we developed ocEAn (metabOliC Enrichment Analysis), a computational method that generates a metabolic footprint for each metabolic enzyme present in the recon2 metabolic reaction network^30^ (Supplementary Fig. 4a, methods), to our metabolomics data. These footprints show the metabolites directly or indirectly associated with a given metabolic enzyme, their abundances and relative position either upstream or downstream of the reaction. Through the metabolic footprints, ocEAn provides an overview of the metabolic alterations centered on the single enzyme, highlighting patterns of imbalance between the upstream and downstream metabolites mapped in the enzyme footprint (Supplementary Fig. 4a; full interactive network available at: https://sciacovelli2021.omnipathdb.org). We applied this tool to study the activity of BCAT1, a key enzyme at the entry point of BCAA catabolism in our renal cellular models. BCAT1 was found upregulated both in the tumors from TCGA (Fig. 1b) and in ccRCC cells at the protein level (Supplementary Fig. 2d). All ccRCC cells displayed lower BCAAs levels upstream of BCAT1 with a significant upregulation of carnitines derived from intermediates of the BCAA catabolism, notably methylmalonylcarnitine (log2 FC > 2, FDR < 10^−40^) and C5-carnitines downstream of the reaction (Fig. 3a and Supplementary Fig. 2f). One of the benefits of ocEAn is the possibility to uncover deregulated metabolites indirectly associated with an enzyme, either upstream or downstream, that might contribute to its biological function. Intriguingly, we found that argininosuccinate, an intermediate product of the urea cycle strongly downregulated in 786-O compared to HK2, was the top upregulated metabolite downstream of BCAT1 in the metastatic 786-M1A cells when compared to 786-O (Fig. 3a). This result suggests that some products of BCAT transamination are shunted in the urea cycle in the renal cancer cells and also that the functioning of the urea cycle might differ between 786-M1A vs. 786-O.

**Fig. 3:**
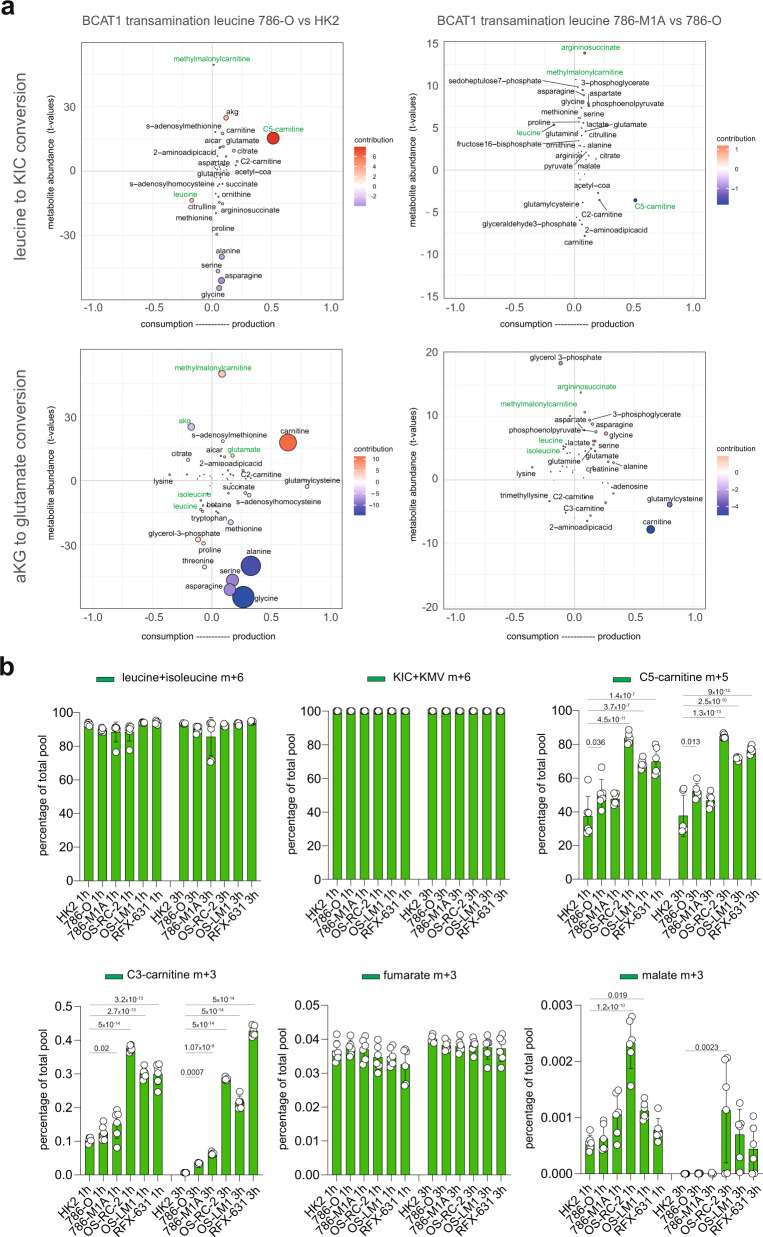
ocEAn, a tool to visualize metabolic changes in cancer cells. **a** Representative scatter plot generated using ocEAn for BCAT1 in the indicated comparisons. Metabolites upstream and downstream of BCAT1 directly or indirectly linked to reaction are indicated in two separate plots, one (on top) for conversion of leucine in ketoisocaproic acid (KIC), the other (on the bottom) for the transamination of α-ketoglutarate (aKG) to glutamate. The dot size represents the multiplication of the *t*-value with the weighted distance index (distance index being the number of the *x*-axis). *y*-axis reports the *t*-value of the abundances for the metabolites indicated in BCAT1 footprint including if they are accumulated or depleted upstream or downstream. The most relevant metabolites are highlighted in green. For the scatter plot generation, the methymalonylcarnitine+succinylcarnitine metabolite was annotated as methylmalonylcarnitine only. **b** Proportion of total pool of the indicated labeled metabolites originating from ^13^C leucine + isoleucine in all renal cells at the indicated time points. Data represent the mean of 5 independent cultures ± SD. *p*-values were calculated using one-way ANOVA with multiple comparisons and indicated in the graph for the comparisons HK2 vs. other biological groups at the given time point.

To understand the biological relevance of the BCAA catabolism reprogramming in ccRCC progression and its involvement in the acyl-carnitines accumulation, we cultured HK2, 786-O and the derived metastatic cells (786-M1A and 786-M2A) together with additional ccRCC cells (OS-RC-2 and metastatic derivatives OS-LM1; RFX-631, Fig. 2a) in the presence of ^13^C_6_ leucine+isoleucine and we measured the generation of labeled downstream metabolites, including KIC/KMV, C5 and C3-carnitines, and TCA cycle intermediates fumarate and malate (Supplementary Fig. 4b). We detected higher labeling in both C5 carnitines and C3-carnitines (C5-carnitine m+5 and C3 carnitine m+3) in all cancer cells at 1 h and 3 h time points compared to HK2 (Fig. 3b) while leucine+isoleucine or KIC + KMV labeled percentages were similar among all cells. These results showed that the upper part of the BCAA catabolism is still functional in all renal cancer cells, even more active in ccRCC than normal HK2, independently from the tumor stage. However, the full oxidation of BCAAs did not significantly contribute to the generation of TCA cycle intermediates in all renal cells since we detected a very low fraction of labeled fumarate (3%) and malate (below 1%) (Fig. 3b). We incubated HK2, 786-O and the derived metastatic cells with the ^13^C_6_ leucine+isoleucine for a longer time (43 h), but similarly to the shorter time points, the labeled percentages of both C2-carnitines and fumarate were below 1% despite comparable levels of labeled intracellular leucine (Supplementary Fig. 4c). Whilst the very low percentage of labeled C2-carnitine might be due to the presence of C2-carnitine in the medium, these results are consistent with previous reports that showed a limited contribution of BCAAs oxidation in the TCA cycle in vivo in the kidneys^31^ and other tumor types^32,33^.

The BCAA catabolism represents an important source of nitrogen for amino acids synthesis, based on the production of glutamate through transamination of BCAA by BCATs^33,34^. We have shown that the BCAAs are not significantly contributing to the generation of TCA cycle intermediates in all the renal cells used (Fig. 3b and Supplementary Fig. 4c) and moreover, ocEAn highlighted the significant dysregulation of aspartate, asparagine and argininosuccinate downstream of BCAT1 (Fig. 3a). Therefore, we hypothesized that the reprogramming we observed in ccRCC might provide a nitrogen source for the generation of glutamate and other downstream metabolic reactions. To experimentally validate the biological role of BCAT transamination we cultured HK2, 786-O and 786-derived metastatic cells in the presence of ^15^N leucine+isoleucine in Plasmax and measured the generation of ^15^N-labeled glutamate (Fig. 4a). Glutamate is a key amino acid used in multiple metabolic pathways. For instance, it donates the nitrogen for the conversion of oxaloacetate into aspartate catalyzed by Glutamate Oxaloacetate Transaminases (GOT1/GOT2), which through asparagine synthase (ASNS) can be in the end converted into asparagine (Fig. 4a). We found that all ccRCC cells generated significantly more glutamate, aspartate, and asparagine labeled from leucine and isoleucine (Fig. 4b, c and Supplementary Fig. 5a). Among other glutamate-derived amino acids, we also detected increased labeling in proline (proline m+1) in 786-O, 786-M1A and 786-M2A cells, while serine, glutamine and alanine m+1 were lower than in HK2 cells (Supplementary Fig. 5a). To derive aspartate from leucine, cancer cells rely on the reverse reaction of GOTs, which consumes glutamate derived from leucine transamination and OAA to generate αKG and aspartate^35^. In line with this observation, GOT1 protein levels were higher in ccRCC cells, while on the contrary, GOT2 was suppressed (Supplementary Fig. 5b). Similarly, we also detected an increase in ASNS protein levels in all renal cancer cells, in line with the increased labeling of asparagine in ccRCC (Supplementary Fig. 5b). Of note, a similar metabolic rewiring was observed in OS-RC-2, OS-LM1 and RFX-631 cells, that derived a higher amount of glutamate, aspartate (with the exception of RFX-631 cells), and asparagine from BCAA when compared to normal HK2 cells (Supplementary Fig. 5c).

**Fig. 4:**
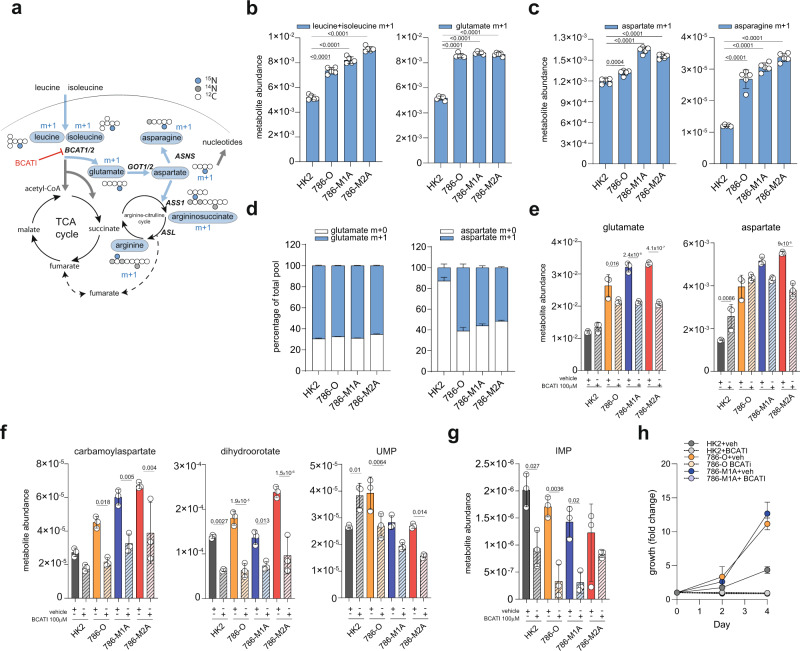
BCAT transamination supplies nitrogen for aspartate and nucleotide biosynthesis in ccRCC. **a** Diagram of the labeling pattern originating from ^15^N leucine catabolism. The gray circles indicate unlabeled N, blue circle ^15^N while white circles represent unlabeled carbons. Measured metabolites through LC–MS are indicated in blue circles. BCAT1/2 branched-chain amino acid transaminase 1/2, GOT1/2 glutamic-oxaloacetic transaminase 1/2, ASNS asparagine synthase, ASS1 argininosuccinate synthase, ASL argininosuccinate lyase. Abundance of labeled leucine m+1 and glutamate m+1 (**b**), aspartate m+1 and asparagine m+1 (**c**) originating from ^15^N leucine after 27 h normalized to total ion count. Data represent the mean of 6 independent cultures ± SD. *p*-values were calculated using one-way ANOVA where each group was compared with HK2. **d** Proportion of total pool of the indicated labeled metabolites originating from ^15^N leucine after 24 h in culture with EBSS + FBS 2.5% for 24 h. Data are normalized to total ion count and represent the mean of 6 independent cultures ± SD. **e**–**g** Intracellular abundance of the indicated metabolites after treatment with BCATI 100 μM in Plasmax for 22 h. Values are normalized to total ion count and expressed as the mean of 3 independent cultures ± SD. *p*-values were calculated using one-way ANOVA with multiple comparisons and indicated in the graph for the comparisons treated vs. vehicle for all biological groups. **h** Proliferation rate of the indicated cell lines in the presence of 100 μM of BCATI in Plasmax. Data represent the mean of 3 independent experiments ± S.E.M. Values represent fold-change increase of growth relative to day 0.

To better understand the maximal contribution of BCAT transamination to the generation of aspartate, we cultured the cells in EBSS where exogenous aspartate, glutamate and other amino acids are absent, with the exception of ^15^N leucine. Strikingly, the net contribution of BCAT transamination to de novo generation of aspartate in these conditions reaches more than 60% in renal cancer cells (Fig. 4d), while in HK2 cells it is below 20% even though the intracellular percentage of labeled leucine in all cell types is comparable (Supplementary Fig. 5d). We did not observe differences in the relative percentage of the labeled glutamate in these conditions among the cells. Considering that aspartate is limiting for nucleotide biosynthesis^36,37^, we then assessed whether BCAT1 activity indirectly contributes to nucleotide pools. To test this hypothesis, we suppressed BCAT activity with a pharmacological inhibitor (BCAT inhibitor 2, BCATI, Fig. 4a), which preferentially targets the cytosolic BCAT1 isoform^38^. As a result of the BCAT inhibition, we observed a suppression of both the BCKAs (KIC+KMV) downstream of BCAT in all cell types, together with C5-carnitines (Supplementary Fig. 5e). Importantly, the inhibition of the transamination also significantly affected intracellular glutamate and aspartate levels, even though the latter mainly occurred in metastatic cells (Fig. 4e). As a consequence of the alterations of the aspartate pool induced by BCATI, the levels of carbamoyl-aspartate, dihydroorotate, and uridine monophosphate (UMP), all intermediates of de novo pyrimidine biosynthesis, together with inosine monophosphate (IMP) from purine biosynthesis pathways, were significantly decreased in 786-O cancer cells and their metastatic derivatives (Fig. 4f, g). Consistently with these observations, treatment with BCATI impairs the proliferation of all renal cells (Fig. 4h). Based on the observation that BCATI treatment does not fully deplete the aspartate and glutamate pool in renal cancer cells (Fig. 4e), we evaluated the contribution of other metabolic pathways to the synthesis of these key metabolites. We observed that several metabolites downstream of glutaminolysis (a-ketoglutarate, glutamate, 2-hydroxyglutarate) are accumulated in ccRCC cells (Fig. 2d, e) and it has been shown that glutaminolysis and reductive carboxylation of glutamine contribute to the synthesis of aspartate in ccRCC tumors^14^. Therefore, to measure the contribution of these two pathways to the generation of glutamate and aspartate in ccRCC cells in Plasmax, we performed a ^13^C5 glutamine tracing experiment in the presence of CB-839, a glutaminase inhibitor^39^ and BMS-303141, a selective inhibitor of ATP Citrate Lyase^40^ (ACLY, Supplementary Fig. 6a). As shown in Supplementary Fig. 6b, carbons from glutamine contribute to glutamate and aspartate carbons in all cell types, even though their contribution is reduced in cancer cells compared to HK2 (Supplementary Fig. 6b). Importantly, all cells displayed comparable percentages of citrate m+5, malate m+3, and aspartate m+3 (Supplementary Fig. 6b, c), suggesting a similar contribution of the reductive carboxylation of glutamine to the generation of these metabolites in all renal cells. As expected, the treatment of the cells with GLSI strongly suppressed the total pools of both aspartate and glutamate, comparably across cell lines (Supplementary Fig. 6d). Interestingly, treatment with ACLYI did not reduce asparate total levels across all renal cells even though the percentage of aspartate m+3 was halved in these conditions (Supplementary Fig. 6e, f), indicating that ACLY is not a major contributor of cytosolic aspartate generation in our conditions. Overall, these results indicate that while glutamine is an important source of the carbons of aspartate and glutamine, BCAA are essential nitrogen donours for these metabolites, especially in cancer cell lines.

We then investigated the molecular mechanisms underpinning the dysregulation of BCAA metabolism in ccRCC. *VHL* loss is a key driver in ccRCC formation, and through activation of HIFs, it is responsible for the metabolic and bioenergetic reprogramming of renal cancer^14^. There is also evidence that under hypoxia, both HIF1A and HIF2A can transcriptionally regulate some of the genes of the BCAA catabolism such as *BCAT1* and *SLC7A5* in different tumor types^41–43^. Therefore, we investigated whether the rewiring of the BCAA catabolism in ccRCC depends on *VHL* loss. To address this question, we re-expressed wild-type *VHL* in 786-O and 786-M1A cells (Supplementary Fig. 7a). VHL expression restored mitochondrial respiration (Supplementary Fig. 7b) and increased aspartate level (Supplementary Fig. 7c). Next, we performed an enrichment analysis to identify which pathways are differentially regulated by VHL using additional proteomics data. Surprisingly, we found that BCAA catabolism is one of the most upregulated pathways in both 786-O and 786-M1A cells upon VHL restoration (Fig. 5a, b). As a consequence of the VHL-mediated transcriptional reprogramming, 786-O + VHL and 786-M1A + VHL cells showed significant suppression of C5 carnitines but not C3-carnitines accumulation (Fig. 5c), however no changes were observed in the C5-carnitines or KIC labelling patterns derived from ^13^C_6_ leucine upon *VHL* re-expression (Fig. 5d and Supplementary Fig. 7d). Moreover, we observed that VHL restoration induced almost 50% suppression of *SLC7A5*, the BCAA main transporter (Fig. 5e). Together with the re-expression of key proteins that belong to BCAA catabolism (Fig. 5b), the reduction of *SLC7A5* mRNA upon *VHL* re-expression confirmed that *VHL* loss is involved, at least in part, in the reprogramming of the BCAA degradation in renal cancer cells.

**Fig. 5:**
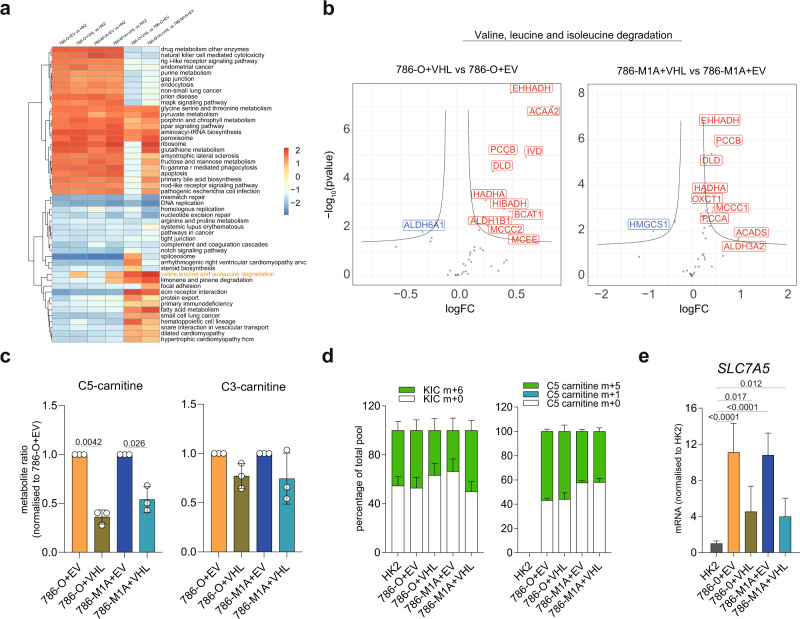
VHL reconstitution restores BCAA functioning in ccRCC cells. **a** Heatmap showing the enriched pathways in the indicated comparisons obtained through GSEA analysis of proteomics data generated from cells grown in RPMI. **b** Volcano plot showing the differential expression of proteins that belong to KEGG “Valine leucine and isoleucine degradation” signature in 786-O + VHL vs. 786-O + EV and 786-M1A + VHL vs. 786-M1A + EV from proteomics data obtained culturing cells in RPMI. FC fold-change, red = upregulated proteins, blue = downregulated proteins. **c** Ratio of the intracellular abundance of C3-carnitines and C5-carnitines in cells expressing VHL compared to EV cultured in RPMI. Data were normalized to total ion count and represent the mean of 3 independent experiments (*N* = 3) ± S.E.M. *p*-values were calculated using two-tailed one-sample *t*-test against the theoretical mean of 1 (786-O + EV = 1 vs. 786-O + VHL and 786-M1A + EV = 1 vs. 786-M1A + VHL). **d** Proportion of total pool of the intracellular ketoisocaproic acid (KIC) and C5-carnitine derived from ^13^C leucine in renal cells cultured in RPMI. Data represents the mean of 5 independent cultures +SD. **e** mRNA levels of *SLC7A5* in the indicated cell lines grown in RPMI measured through qPCR. *TBP* was used as endogenous control. Values represent relative quantification (RQ) ± error calculated using Expression suite software (Applied Biosystem) calculated using SD algorithm. *p*-value was calculated through Expression suite software. *N* = 3 independent experiments.

We then focused on the metabolic changes specific to the transition toward metastasis in the 786-O cellular model. As mentioned previously, ocEAn identified argininosuccinate as one of the key upregulated metabolites in metastatic cells compared to 786-O downstream of BCAT1 (Fig. 3a). Importantly, the nitrogen tracing experiments revealed the unexpected finding that the nitrogen from BCAAs was channeled into the biosynthesis of arginine through labeled aspartate, which is required to generate argininosuccinate by ASS1, in the metastatic 786-M1A and 786-M2A cells but not in normal HK2 or 786-O cells (Fig. 6a and Supplementary Fig. 5a). Of note, the abundance of labeled argininosuccinate is higher in the metastatic cells compared to HK2 (Fig. 6a). Since *ASS1* is known to be suppressed in 786-O and ccRCC^23^, we hypothesized that *ASS1* might be reactivated in metastatic 786-M1A and 786-M2A cells. Accordingly, we detected higher ASS1 protein levels in metastatic cells compared to 786-O, with a mild increase in ASL levels even though not statistically significant, while ARG2 was strongly suppressed, as shown before^23^ (Supplementary Fig. 8a). To evaluate the specificity of ASS1 re-expression in the metastatic cells, we first focused on the metabolic genes differentially expressed between primary 786-O and metastatic 786-M1A cells cultured in Plasmax, using RNA-seq data (Fig. 6b). This analysis revealed that *ASS1* was among the top upregulated metabolic genes in the metastatic cells together with Aldo-Keto Reductase Family 1 Member (*AKR1B1*), Aldehyde Dehydrogenase 2 (*ALDH2*) and Glucose-6-phosphate dehydrogenase (*G6PD*). 

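Between 786-M1A and 786-O, 7103 of the 12695 genes tested were differentially expressed (edgeR adjusted p under 0.05), 3544 higher and 3559 lower in 786-M1A. A difference of at least 2-fold was found for 836 of them, 258 higher and 578 lower. The latter count was 136 genes, 69 higher and 67 lower, under the calibration of counts followed by limma, and 1592 without a filter on low counts. The 3 libraries of 786-M1A did not overlap with the 3 of 786-O for 61.6% of all genes tested, where chance gives 10%. For the differentially expressed genes the share was 96.2%. These were called from the same libraries, so a high share is built in and gives no separate support. Across the 6 fits that each left out a library, between 6342 and 6709 genes were differentially expressed. With the replicate number as a block the count was 7157, and same-numbered libraries of both lines deviated from the means of their lines with a mean correlation across genes of 0.133. The metabolic genes were taken from the network in Supplementary Data 1, of which 112 genes could be read in the copy used here. Of these, 65 had a mean of at least 50 counts and were tested. Between the lines, 46 of the 65 were differentially expressed, 21 higher and 25 lower in 786-M1A, and 47 were when p-values were adjusted over the list alone. The block gave 47 as well.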

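*ASS1* (NCBI gene 445) lies on chromosome 9 of GRCh38 from 130444961 to 130501274. Its normalized count was 7.86 ± 0.933 CPM (SD, n = 3) in 786-M1A, 0.360 ± 0.159 CPM in 786-O and 10.7 ± 0.272 CPM in HK2. The reads behind these values were 246 to 329 per library in 786-M1A, 10 to 23 in 786-O and 327 to 490 in HK2. The log2 fold change between 786-M1A and 786-O was 4.43 (standard error 0.17, adjusted p = 3.47e-15 from edgeR's quasi-likelihood test), and every 786-M1A library was above every 786-O library (exact two-sided permutation test, p = 0.1, the smallest that 3 cultures against 3 allow). DESeq2 gave a larger standard error for this difference, 0.24. With each library left out in turn, the log2 fold change stayed between 4.25 and 4.86, and with the replicate number as a block it was 4.42. The alternative that moved it most was the calibration of counts followed by limma, with 0.95. Against HK2, *ASS1* had a log2 fold change of -4.88 in 786-O (edgeR adjusted p = 2.36e-17) and of -0.45 in 786-M1A (edgeR adjusted p = 1.41e-04). The annotation lists 14 *ASS1* pseudogenes, 0 of which are in the count table, so how reads shared with them were assigned is not known.
The network genes of Supplementary Data 1 and the genes labelled in Fig. 6b made a list of 110 genes tested, of which 40 were upregulated in 786-M1A. *ASS1* ranked 1 by log2 fold change and 1 by p-value in this list, and 16 by log2 fold change and 61 by p-value among all 3544 upregulated genes. Its rank by log2 fold change among all upregulated genes was 82 under the calibration of counts and 48 under that of log2 counts. This rank was 33 without a filter on low counts and 5 with at least 10 counts in every library. Across the 6 fits that each left out a library it ran from 8 to 18. *ALDH2* (NCBI gene 217, chromosome 12, 111766887 to 111817532) ranked 6, with 30.6 ± 2.69 CPM (SD, n = 3) in 786-M1A and 12.0 ± 0.657 CPM in 786-O, a log2 fold change of 1.35 (standard error 0.07, edgeR adjusted p = 3.18e-13). *AKR1B1* (NCBI gene 231, chromosome 7, 134442356 to 134459284) ranked 7, with 587 ± 18.6 CPM (SD, n = 3) in 786-M1A and 322 ± 8.84 CPM in 786-O, a log2 fold change of 0.87 (standard error 0.04, edgeR adjusted p = 5.80e-14). *ALDH1L2* ranked 2, with a log2 fold change of 3.33 (edgeR adjusted p = 2.84e-11), and its counts are uncertain to the extent that they share reads with the antisense genes *NOPCHAP1* and *WASHC4*, which are also in the count table. The ranks of these 3 genes depended on the setting. *ALDH2*, *AKR1B1* and *ALDH1L2* ranked 2, 3 and 12 under the calibration of counts, and 2, 10 and 4 under that of log2 counts. *AKR1B1* in 786-M1A was not distinguishable from HK2 (edgeR adjusted p = 0.566), while *ALDH2* was at 0.288 ± 0.0516 CPM (SD, n = 3) in HK2.

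**Figure D2:**
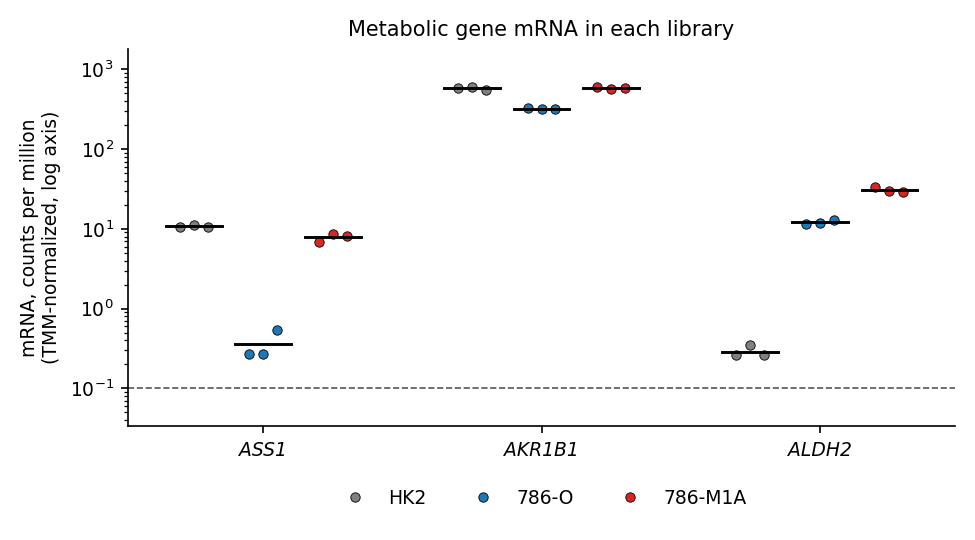
Normalized mRNA counts of *ASS1*, *AKR1B1* and *ALDH2* in CPM on a log axis for HK2, 786-O and 786-M1A. Each point is a library, each bar the mean of 3, and the dashed line the floor of 3 counts in the shallowest library. The floor is on the total without the TMM factor, which the points use. The *ASS1* libraries lie between 6.81 and 8.58 CPM in 786-M1A and between 0.266 and 0.544 CPM in 786-O.

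The paper starts from the suppression of *ASS1* in 786-O and ccRCC and hypothesizes that the gene is reactivated in the metastatic cells that make labeled argininosuccinate. From the comparison of metabolic genes in Fig. 6b, it states that *ASS1* was among the genes most upregulated in 786-M1A. The paper does not rest on this alone. Its proteomics showed more ASS1 protein in metastatic cells than in 786-O, and it adds Western blots and argininosuccinate levels.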

We confirmed that ASS1 protein levels are restored in 786-derived metastatic cells using Western blot (Supplementary Fig. 8b) and that ASS1 expression was associated with increased intracellular levels of argininosuccinate in 786-M1A and 786-M2A cells (Fig. 6c) when compared to 786-O cells. Despite a differential regulation of *ASS1* among all the renal cell lines, we did not detect differences in the arginine uptake, except for 786-M2A cells, where it was considerably reduced compared to HK2. We also observed a higher release of ornithine in HK2 cells, while citrulline was selectively taken up only by the metastatic cells, which might be linked to ASS1 re-expression and its requirement for argininosuccinate biosynthesis (Supplementary Fig. 8c).

**Fig. 6:**
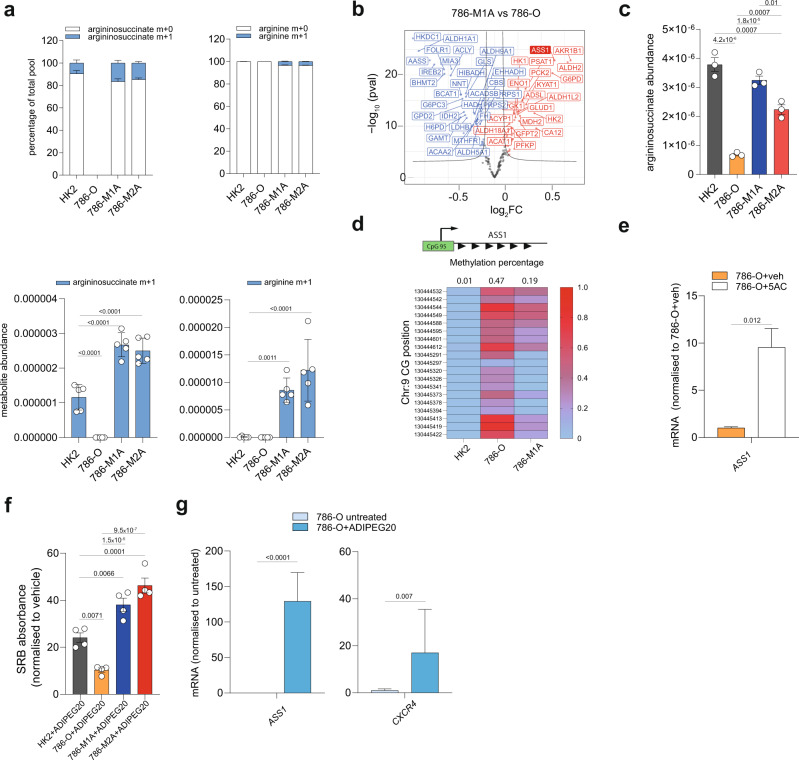
ASS1 re-expression in metastatic ccRCC confers resistance to arginine depletion. **a** Proportion of the total pool of the indicated labeled metabolites originating from ^15^N leucine (top) and abundance of labeled leucine m+1, glutamate m+1, aspartate m+1 (bottom) after 27 h normalized to total ion count. Data represent the mean of 6 independent cultures ± SD. *p*-values were calculated using one-way ANOVA where each group was compared with HK2. **b** Volcano of the differentially regulated metabolic genes comparing 786-M1A vs. 786-O using RNA-seq data generated from cells grown in Plasmax. red indicates upregulated genes, blue downregulated genes. FC fold-change. **c** Argininosuccinate abundance in the indicated cell lines cultured in Plasmax measured using LC–MS. Data were normalized to total ion count and represent the mean of 3 independent experiments (*N* = 3) ± S.E.M. *p*-values were calculated using one-way ANOVA with multiple comparisons. **d** Heatmap of the methylation level (*B*-value) of the indicated CGs within a CpG island overlapping with *ASS1* TSS. Values are presented as the mean of two independent experiments (*N* = 2). The average of all CGs methylation *b*-value is reported on top the heatmap for each cell type. **e** mRNA levels of *ASS1* in 786-O treated for 72 h with either vehicle or 200 nM 5AC measured through qPCR. *TBP* was used as endogenous control. Values represent relative quantification (RQ) ± error calculated using Expression suite software (Applied biosystem) calculated using SD algorithm. *p*-value was calculated through Expression suite software. *N* = 3 independent experiments. **f** Measurement of cell proliferation through Sulforhodamine B (SRB) staining after treatment with pegylated arginine deiminase (ADIPEG20, 57.5 ng/ml) at the indicated concentrations for 48 h. Values of SRB absorbance are shown as fold-change ± S.E.M. relative to vehicle-treated staining. *p*-values were calculated using one-way ANOVA with multiple comparisons. *N* = 4 independent experiments. **g** mRNA levels of *ASS1* and *CXCR4* in 786-O treated with ADIPEG20 57.5 ng/ml for 4 weeks, measured through qPCR. *TBP* was used as endogenous control. Values represent relative quantification (RQ) ± error calculated using Expression suite software (Applied biosystem) calculated using SD algorithm. *p*-value was calculated through Expression suite software from *N* = 3 independent experiments.

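Fig. 6b labels 49 genes, 20 in red as upregulated and 29 in blue as downregulated in 786-M1A. All 49 were differentially expressed in the same direction as their colour (edgeR adjusted p under 0.05, the largest being 0.00199). As the labels come from the same libraries, their number does not measure stability. The log2 fold changes of the red genes ranged from 0.19 to 4.43 with a median of 0.47, and those of the blue genes from -1.64 to -0.14 with a median of -0.40. The 3 libraries of each line did not overlap for any of the 49 genes. Under the calibration of log2 counts followed by limma, *ENO1* and *PFKP* were no longer called.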

Next, we investigated how ASS1 expression was controlled in these cell lines. Based on previous reports showing hypermethylation of the *ASS1* promoter region and consequent gene suppression in different tumor types^44–49^, we hypothesized that changes in methylation of *ASS1* promoter might control *ASS1* expression. Thus, we focused on a CpG island (hg38-chr9:130444478–130445423) that overlaps with the transcription starting site (TSS) of the gene (GRch38 chr9:130444200–130447801) and we measured its methylation using TruSeq Methyl Capture EPIC. We observed a gain of methylation at several CGs within this CpG island in 786-O, where *ASS1* is suppressed, while the same region is relatively hypomethylated in metastatic 786-M1A similarly to HK2 cells (Fig. 6d), where the gene is highly expressed. The treatment of 786-O with 5-azacitidine (5AC), a DNA demethylating agent, significantly increased *ASS1* expression, supporting the hypothesis that *ASS1* is epigenetically suppressed in primary renal cancer cells (Fig. 6e). Furthermore, we detected a strong peak of H3K27ac present at *ASS1* TSS in 786-M1A cells, which reflects the increased transcription of the gene (Supplementary Fig. 8d).

Next, we assessed if the reactivation of *ASS1* is a common phenomenon associated with the selection of metastatic cells by determining *ASS1* expression in the metastatic counterparts of OS-RC-2, the OS-LM1 cells, which were generated previously^27^ (Fig. 2a). However, in this different metastatic model, *ASS1* mRNA is marginally upregulated in metastatic OS-LM1 compared to OS-RC-2 (Supplementary Fig. 8e) even though ASS1 was strongly suppressed in both ccRCC cells when compared to HK2 cells at the protein level (Supplementary Fig. 8f). Similarly to 786-O, the CpG island overlapping with the *ASS1* TSS is strongly hypermethylated in OS-RC-2, although we did not observe any change in its methylation levels in OS-LM1 (Supplementary Fig. 8g). We confirmed that ASS1 is epigenetically controlled by methylation in these cells since the treatment with 5AC leads to the re-expression of the gene in both cell lines (Supplementary Fig. 8h). Together, these data suggested that *ASS1* is epigenetically controlled in some but not all metastatic renal cancer cells. Therefore, *ASS1* upregulation might be present in a portion of advanced ccRCC tumors. To further corroborate this hypothesis, we analyzed changes in *ASS1* expression in human tumors from the TCGA RNA-seq dataset. Based on *ASS1* expression, we identified a cluster of advanced ccRCC (*ASS1*^*high*^ around 10% of the total cohort of cancers from stage III + IV) in which *ASS1* is significantly upregulated compared to stage I + II tumors, consistently with the phenotype observed in 786-M1A cells (Supplementary Fig. 9a). Intriguingly, this group of tumors is characterized by distinctive metabolic phenotype (Supplementary Fig. 9b), including upregulation of glycine, serine, and threonine metabolism, aspartate and glutamate metabolism, and OXPHOS, which strongly diverged from *ASS1*^*low*^ stage III + IV tumors (Supplementary Fig. 9b). Finally, we measured the accumulation of argininosuccinate in a small cohort (*N* = 18) of primary ccRCC from patients that were metastatic at the time of diagnosis. Some of the these tumors showed an increase in argininosuccinate levels compared to matched healthy tissue (Supplementary Fig. 9c), suggesting that *ASS1* expression in advanced ccRCC might be heterogeneous. To corroborate the hypothesis that *ASS1* expression might be heterogenous in ccRCC we analyzed single-cell data available from a cohort of ccRCC tumors from patients^17^. Intriguingly, as shown in Supplementary Fig. 9d, even though the overall expression of *ASS1* is reduced in the tumor epithelial cells (red compartment) compared to renal proximal tubuli (green compartment), a few clones positive for *ASS1* expression are present even within the tumor. These data suggest that the expression of *ASS1* we observed in metastatic ccRCC might be the result of clonal selection, potentially driven by environmental cues through tumor progression.

It has been proposed that the suppression of *ASS1* induces arginine auxotrophy, sensitizing cancer cells to arginine depletion^50,51^. Our results suggest that primary and metastatic cells may exhibit different sensitivity to arginine depletion. Consistently, we found that the metastatic 786-M1A and 786-M2A cells were resistant to arginine depletion using the pegylated arginine deiminase (ADIPEG20), as a consequence of the restoration of *ASS1* in these cells (Fig. 6f). Given that *ASS1* expression confers the cells with the ability to survive in the absence of arginine, we hypothesized that the depletion of arginine might regulate *ASS1* expression in the renal cancer cells. Therefore, we chronically treated 786-O cells, where *ASS1* is suppressed, with ADIPEG20. Initially, the cells stopped proliferating until some subclones, resistant to the treatment, started to emerge. *ASS1* expression was upregulated in this population at mRNA level, corroborating the hypothesis of a pro-survival role of *ASS1* when arginine is rate-limiting, accompanied by a significant increase in the expression of the metastasis mediator *CXCR4* (Fig. 6g). Based on these results, we hypothesized that during tumor progression, renal cancer cells might be exposed to microenvironments that differ in arginine content. To corroborate this hypothesis, we measured the arginine levels in different mouse organs and their tissue interstitial fluids, focusing on comparing the kidneys and the lungs, the organ colonized by the metastatic population. Strikingly, arginine levels were significantly reduced in both the tissue and the interstitial fluid in the lungs compared to the kidneys (Supplementary Fig. 9e), suggesting that differences in arginine availability might directly contribute to the selection of metastatic subpopulations that re-express *ASS1* in the lungs.

Finally, we assessed whether ASS1 re-expression contributes to the metastatic features of this cell line. We observed that in 786-O cells treated chronically with ADIPEG20, *ASS1* increased expression was associated with *CXCR4* increase (Fig. 6g). On the other hand, silencing of *ASS1* (Fig. 7a) did not affect the proliferation of 786-M1A (Fig. 7b), but it strongly impaired the invasive growth of spheroids in collagen I matrixes, indicating that *ASS1* is required for the invasion and migration of metastatic cells in vitro (Fig. 7c). Based on the resistance to arginine depletion and the effects of *ASS1* silencing in vitro, we tested its effect on metastatic colonization and survival in vivo. Indeed, when injected into the tail vein of immunocompromised mice, 786-M1A + shASS1#1 and 786-M1A + shASS1#2 cells lost the ability to generate metastasis in the lungs (Fig. 7d–g). Thus, we confirmed that *ASS1* expression is necessary for ccRCC cells to maintain their invasiveness in vitro and colonize the lung in vivo.

**Fig. 7:**
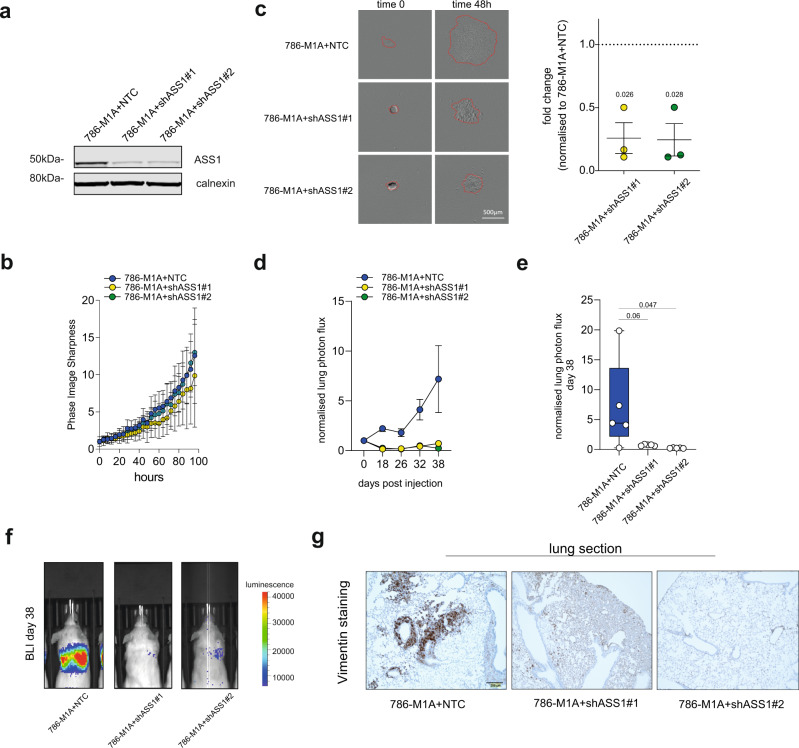
ASS1 supports metastatic invasion in vitro and in vivo. **a** Western blot of the ASS1 levels in cells stably cultured in Plasmax upon *ASS1* silencing using two different shRNA constructs. Calnexin was used as an endogenous control. **b** Measurement of 786-M1A cell proliferation after silencing of *ASS1* using Incucyte. Confluency values are shown as phase image sharpness calculated through Incucyte software ± S.E.M. *N* = 3 independent experiments. **c** Representative images of the indicated cell lines at time 0 and after 48 h (left) upon growth as spheroids in collagen (area marked in red). Pictures were obtained from Incucyte. Scale bar is 500 μm. Quantification of the cell spreading area in the collagen matrix at 48 h is represented as mean ± S.E.M from *N* = 3 independent experiments. Statistical significance was calculated using two-tailed one-sample *t*-test (null hypothesis ratio = 1). **d** Normalized lung photon flux from the lungs of 5 mice post tail-vein inoculation of 300,000 cells for the indicated cell types. Data are shown as mean of 5 mice ± S.E.M. **e** Box plot of the normalized lung photon flux of 5 mice/group at day 38 post-inoculation from the experiment shown in **d** and representative bioluminescence images of the mice at day 38 (**f**). 25% percentile/median/75% percentile are: 2.174;4.403;13.59 for 786-M1A + NTC, 0.5860;0.7700;0.8300 for 786-M1A + shASS1#1, 0.1940;0.2200;0.2895 for 786-M1A + shASS1#2. Statistical significance was calculated using one-way ANOVA with multiple comparisons. **g** Representative images of human vimentin/hematoxylin immuno-histochemistry of mouse lung sections after inoculation of cells in the tail vein for the indicated cell types. Scale bar is 200 μm.

Based on the high contribution of glutaminolysis to both glutamate and asparatate pools (Supplementary Fig. 6) and the key role of the aspartate levels for the growth of tumors, especially under hypoxia^37^, we evaluated also if glutaminolysis contributes to invasion of ccRCC in vitro, measuring the invasive growth of spheroids derived from all cell types in the presence of GLSI and ACLYI. Even though we observed that both compounds significantly suppress the proliferation of all renal cells (Supplementary Fig. 10a, c), intriguingly, they did not impair the invasion of 786-M1A cells (Supplementary Fig. 10b, d). These results suggest that growth and invasion may be supported by distinct metabolic programs.

## Discussion

Metabolic reprogramming is a hallmark of cancer^4,52^ and in recent years, there have been significant efforts to map the metabolic landscape of different tumor types^4,7^. However, how cancer cells gain metabolic flexibility and its biological impact through tumor evolution is still largely unknown.

In this study, we exploited a panel of cell lines, including renal cells, tumoral and their metastatic derivatives, cultured under physiological nutrient conditions to model the metabolic phenotype of renal cancer through its progression. Of note, even though we used only one normal epithelial renal cell line, HK2 cells are an an established cell line used in the majority of renal cancer studies and their metabolic phenotype closely resembles that normal renal tissue. Using this approach, we identified BCAA catabolism as one of the metabolic pathways strongly reprogrammed in renal cancer cells, whose transcriptional rewiring is sensitive to *VHL* restoration. Our findings are consistent with other works showing that hypoxia suppresses the BCAA catabolism in certain tissues^53^ but upregulates the expression of *SLC7A5* and *BCAT1*^41–43^ in different tumor types. By combining metabolomic labeling experiments and a novel computational tool (ocEAn), we studied the regulation of the BCAA catabolism in renal cancer cells, demonstrating that it functions as a nitrogen reservoir for de novo biosynthesis of amino acids, especially aspartate and asparagine through BCAT transamination. Strikingly, under nutrient deprivation, renal cancer cells are capable to derive more than 60% of the aspartate nitrogen from BCAA transamination. Moreover, BCAT inhibition impairs the generation of intermediates of nucleotide biosynthesis, confirming other reports showing that BCAT is important for the proliferation^35^ and the survival^38^ of cancer cells. This metabolic rewiring is likely needed to compensate for the depletion of aspartate generated by the profound VHL-dependent mitochondrial defect observed in these cells. The epigenetic suppression of *ASS1* could be an additional metabolic strategy to spare aspartate and divert it to nucleotide biosynthesis in renal cancer cells as previously shown^54^. We also showed that other dysregulated metabolic pathways in ccRCC tumors such glutaminolysis supply carbons for the biosynthesis of aspartate further sustaining the proliferation of renal cancer cells under physiological conditions. However, inhibition of this pathway does not impair invasion of the cancer cells at least in vitro.

Our study showed that part of the nitrogen derived from BCAA is channeled into arginine biosynthesis only in the metastatic renal cells. The integration between the BCAA catabolism and urea cycle enzymes that emerged from our results bypassing the TCA cycle, was possible because of a selective epigenetic reactivation of the argininosuccinate synthase (*ASS1*) in the metastatic cells. This result was unexpected since it was recently shown that both *ARG2* and *ASS1* are frequently lost in ccRCC through copy number aberrations^23^. Our findings showed that at least in a fraction of ccRCC, *ASS1* is dynamically regulated and that its re-expression is necessary for ccRCC to retain full metastatic potential in vivo and in vitro. The evidence that *ASS1* is epigenetically silenced in other tumor types^55^ and that arginine deprivation could trigger reactivation of *ASS1* in this condition^56^ suggests that the re-expression of *ASS1* we observed in the metastatic renal cells might be driven by changes in arginine availability, an event that might have occurred at either the primary tumor level or the metastatic site. This hypothesis is corroborated by the evidence that the lung, one of the sites mostly colonized by ccRCC metastases, shows a lower level of arginine, both at tissue and interstitial fluid level, compared to the kidneys and that *ASS1* expression is heterogenous in primary tumors, with the detection of single-cell clones positive for *ASS1* even when *ASS1* is largely suppressed. Based on these results, a potential treatment of ccRCC patients with ADIPEG20, currently in clinical trials in a range of other cancer types (e.g., lung, liver and pancreatic cancers), should be carefully monitored since it might favor the selection of ASS1-proficient and more aggressive subpopulations from the primary tumor and could benefit from the combination of ASS1 inhibitors to target potentially metastatic clones.

In conclusion, we found that upon *VHL* loss, renal cancer cells activate a transcriptional rewiring that compensates for the suppression of the mitochondrial respiration and consequent depletion of aspartate through coordinated reprogramming of the BCAA catabolism and suppression of *ASS1* to sustain proliferation (Fig. 8). This mechanism is analogous to the activation of alternative metabolic routes to cope with a mitochondrial defect shown in different tumor types^57–61^. Finally, through tumor progression, the reactivation of *ASS1*, which is sensitive to the levels of arginine in the microenvironment and controlled by DNA methylation, provides the metastatic renal cancer cells with the selective advantage to channel nitrogen from BCAA to produce arginine when this aminoacid is scarce (Fig. 8). This metabolic flexibility is important for metastatic cells to survive in microenvironments with specific nutrient compositions and effectively colonize distant tissues.

**Fig. 8:**
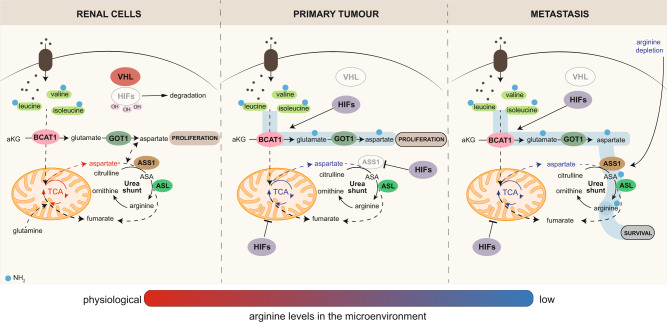
Reprogramming of the BCAA amino acid catabolism is intertwined with the urea cycle enzymes during ccRCC progression. Schematic showing a summary of the metabolic reprogramming in renal cancer cells during progression. Upon *VHL* loss, renal cancer cells activate a metabolic reprogramming to compensate for the aspartate defect that is a consequence of the HIF-dependent mitochondrial dysfunction present in these cells that involves combined activation of BCAT1 and GOT1. *ASS1* is suppressed, sparing aspartate from consumption through the urea cycle and favoring its re-direction towards nucleotide biosynthesis. In the metastatic population, *ASS1* is epigenetically reactivated, and its expression is triggered by low levels of arginine in the microenvironment. *ASS1* reactivation in the metastatic cells connects the BCAA catabolism reprogramming to the urea cycle, providing metastatic cells with the capability to derive arginine from BCAA and to survive in the presence of limiting levels of arginine.

## Methods

All experiments performed in the current study comply with all relevant ethical regulations.

### Cell culture

The human ccRCC 786-O and OS-RC-2 cells were obtained from J. Massaguè (MSKCC, NY-US) in 2014. Metastatic derivatives 786-M1A, 786-M2A and OS-LM1 have been previously described^27^. HK2 cells were a gift from the laboratory of Prof. Eamonn Maher (University of Cambridge, UK). All cells were authenticated by short tandem repeat (STR) and routinely checked for mycoplasma contamination and cultured in complete Plasmax medium prepared as described before^12^ or RPMI (Sigma Aldrich) supplemented with 10% fetal bovine serum (FBS, Gibco-Thermo Scientific). All cells were cultured and passaged for at least 3 weeks in an incubator at 37 °C with 5% CO_2,_ to adapt to the Plasmax composition before starting to perform experiments. Counting for plating and volume measurement were obtained using CASY cell counter (Omni Life Sciences). Briefly, cells were washed in PBS once, then detached using trypsin-EDTA 0.05% (Gibco, Thermo Scientific).

### Cell proliferation measurement

Cell proliferation was analyzed using the Incucyte SX5 by means of phase contrast sharpness for 4 days, through sulphorhodamine B (SRB) staining or using crystal violet. For the SRB staining, 2 × 10^4^ cells were plated onto 12-well plates (3 replicates/experimental condition for each cell line) and at each time point the cells were washed in PBS and incubated at 4 °C with 1% TCA solution. After two washes in water and once the plates were dry, the wells were treated with 0.057% SRB in acetic acid for 1 h at room temperature. After two additional washes in 1% acetic acid solution, plates were left to dry. To quantify the differences in the staining, the SRB was dissolved in 10 mM Tris solution and quantified using TECAN spectrophotometer reading the absorbance at 560 nm. Cell proliferation was quantified using crystal violet staining as previously described^62^. Briefly, 5 × 10^4^ cells were plated onto 24-well plates (at least 3 replicates/experimental conditions for each cell line) and at each time point, cells were washed with PBS and fixed with 4% buffered formalin. Once all the time points were collected, the cells were washed with PBS and incubated with 0.1% crystal violet diluted in 20% methanol. After staining, the plates were finally washed with water and dried overnight. To quantify the staining, 0.5 ml 10% acetic acid was added to each well for 30 min at RT and the solution absorbance with the dye was quantified using TECAN spectrophotometer reading at 595 nm. For the treatment with inhibitors, cells were incubated with vehicle (DMSO) or BCATI 100 μM, GLSI 1 μM and ACLYI 10 μM, respectively.

### VHL re-expression in ccRCC cells

786-O and 786-M1A ± VHL cells were previously generated^29^. For comparison, cells transduced with empty vector (EV) were used. All cells were selected and then stably grown in RPMI with 2 μg/ml puromycin (Gibco, Thermo-Scientific).

### LC–MS metabolomics

#### Steady-state metabolomics

For steady-state metabolomics, 2 × 10^5^ cells were plated the day before onto 6-well plates (5 or 6 replicates for each cell type) and extracted the day after. The experiment was repeated 3 times (*N* = 3). Before extraction, cells were counted using CASY cell counter (Omni Life Sciences) using a separate counting plate. After that, cells were washed at room temperature with PBS twice and then kept in a cold bath with dry-ice and methanol. Metabolite extraction buffer (MEB, 50% LC–MS grade Methanol (Fisher Scientific, 10284580), 30% LC–MS grade Acetonitrile (Fisher Scientific, 10001334) and 20% ultrapure water) was added to each well following the proportion 1 × 10^6^ cells/1 ml of buffer. HEPES 100 ng/ml or Valine-d8 5 μM (CK isotopes, DLM-488) were used as internal standard for the MEB. After a couple of minutes, the plates were moved to the −80 °C freezer and kept overnight. The following day, the extracts were scraped and mixed at 4 °C for 10 min. After final centrifugation at max speed for 10 min at 4 °C, the supernatants were transferred into LC–MS vials.

#### Tracing experiments

In all, 2 × 10^5^ cells were plated onto 6-well plates (5 or 6 replicates for each cell type). The day after, the medium was replaced with fresh one containing the labeled isotopologue metabolite. For ^13^C_6_ L-Leucine and ^13^C_6_ L-Isoleucine (obtained from Cambridge Isotopes Laboratories) tracing experiment in Plasmax, cells were incubated for the indicated short time points or 43 h. For ^15^N L-Leucine and Isoleucine (Sigma Aldrich) tracing for 27 h. The labeling experiment with ^15^N L-Leucine in nutrient-deprived condition was conducted for 24 h in EBSS containing 2.5% FBS and 380 μM of ^15^N L-Leucine (Sigma Aldrich). For the ^13^C_5_ L-Glutamine (obtained from Cambridge Isotopes Laboratories) tracing experiments, the cells were cultured in Plasmax with 0.65 mM of labeled compound in the presence of vehicle, GLSI (CB-839, 100 nM) for 23 h or ACLYI (BMS-303141, 10 μM) for 8 h. For tracing experiments with RPMI, cells were incubated with ^13^C_6_ L-Leucine, ^13^C_5_ L-Valine or ^15^N_2_ L-glutamine (obtained from Cambridge Isotopes Laboratories or Sigma Aldrich) for 24 h. In the manuscript, we presented the labeling patterns derived from ^13^C_6_ Leucine for KIC and C5-carnitine in ccRCC cells + VHL, while only the total pools from labeling experiments have been used, together with other steady state experiments, to measure the intracellular levels of aspartate, C3 and C5 carnitines.

#### Liquid chromatography coupled to mass spectrometry (LC–MS) analysis

HILIC chromatographic separation of metabolites was achieved using a Millipore Sequant ZIC-pHILIC analytical column (5 µm, 2.1 × 150 mm) equipped with a 2.1 × 20 mm guard column (both 5 mm particle size) with a binary solvent system. Solvent A was 20 mM ammonium carbonate, 0.05% ammonium hydroxide; Solvent B was acetonitrile. The column oven and autosampler tray were held at 40 °C and 4 °C, respectively. The chromatographic gradient was run at a flow rate of 0.200 ml/min as follows: 0–2 min: 80% B; 2–17 min: linear gradient from 80% B to 20% B; 17–17.1 min: linear gradient from 20% B to 80% B; 17.1–22.5 min: hold at 80% B. Samples were randomized and analyzed with LC–MS in a blinded manner with an injection volume was 5 µl. Pooled samples were generated from an equal mixture of all individual samples and analyzed interspersed at regular intervals (every 6–8 samples) throughout the analysis of each experiment as a quality control (QC).

Metabolites were measured with a Thermo Scientific Q Exactive Hybrid Quadrupole-Orbitrap Mass spectrometer (HRMS) coupled to a Dionex Ultimate 3000 UHPLC. The mass spectrometer was operated in full-scan, polarity-switching mode, with the spray voltage set to +4.5 kV/−3.5 kV, the heated capillary held at 320 °C, and the auxiliary gas heater held at 280 °C. The sheath gas flow was set to 55 units, the auxiliary gas flow was set to 15 units, and the sweep gas flow was set to 0 unit. HRMS data acquisition was performed in a range of *m/z* = 70–900, with the resolution set at 70,000, the AGC target at 1 × 10^6^, and the maximum injection time (Max IT) at 120 ms. Metabolite identities were confirmed using two parameters: (1) precursor ion m/z was matched within 5 ppm of theoretical mass predicted by the chemical formula; (2) the retention time of metabolites was within 5% of the retention time of a purified standard run with the same chromatographic method. Chromatogram review and peak area integration were performed using the Thermo Fisher software Tracefinder version 5.0. Only metabolites with less than 30% relative standard deviation in the QC samples are included. The peak area for each detected metabolite was then normalized against the total ion count (TIC) of that sample to correct any variations introduced from sample handling through instrument analysis. The normalized areas were used as variables for further statistical data analysis.

For ^13^C- and ^15^N- isotope tracing analysis, the theoretical masses of isotopes were calculated and added to a library of predicted isotopes. These masses were then searched with a 5 ppm tolerance and integrated only if the peak apex showed less than 1% difference in retention time from the [U-^12^C] monoisotopic mass in the same chromatogram. After analysis of the raw data, natural isotope abundances were corrected using the AccuCor algorithm (https://github.com/lparsons/accucor).

#### Mouse tissue and interstitial fluid analysis

Mice of a hybrid C57BL/6J;129/SvJ background were bred and maintained under pathogen free conditions at the MRC ARES Breeding Unit (Cambridge, UK). Animals of about 12 weeks of age were killed by neck dislocation and blood and tissues were speedily collected and processed for further analysis. Blood was recovered from the aorta, transferred to EDTA tubes (MiniCollect, Greiner Bio-One, 450531) and stored at −80 °C. The tissue samples were split into two: one snap-frozen in liquid nitrogen and stored at −80 °C until further processing, the second was used for interstitial fluid extraction using a protocol adapted from Sullivan et al. (2019)^63^. After the tissues were weighed, they were rinsed in room temperature saline (150 mM NaCl) and blotted on filter paper (VWR, Radnor, PA, 28298–020). We collected the hearts, livers, kidneys, and lungs from 8 wild-type mice and homogenized a piece of the tissue in metabolite extraction buffer using the proportion 25 μl/mg of buffer with Precellys Lysing tubes (Bertin Instruments). After that, extracts were kept in the freezer overnight and the following day centrifuged twice at max speed at 4 ˚C to remove the protein precipitates. Equal volumes of supernatants were spiked in with ^13^C arginine (Cambridge Isotopes) for quantification of arginine content. For extraction of the tissue interstitial fluid, we adapted the protocol from Sullivan et al. (2019)^63^. Briefly, the organ was washed in saline solution and then a portion was centrifuged at for 10 min at 4 °C at 106 x *g* using 20 µm nylon filters (Spectrum Labs, Waltham, MA, 148134) affixed on top of 2 ml Eppendorf tubes. 1 μl of the eluate was extracted in 45 μl of extraction buffer and frozen overnight. The following day, all extracted were centrifuged twice at max speed at 4 ˚C to remove the protein precipitates. Supernatants were finally spiked in with ^13^C arginine (Cambridge Isotopes) for arginine quantification.

#### Patient samples

For the metabolic comparison in Supplementary Fig. 2a we used the data we generated and published in Dugourd et al. (2021)^9^ from renal tumors and matched healthy tissue. The local ethics committee of the University Hospital RWTH Aachen approved all human tissue protocols for this study (EK-016/17). The study was performed according to the declaration of Helsinki. All patients gave informed consent. Kidney tissues were sampled by the surgeon from normal and tumor regions. The tissue was snap-frozen on dry-ice or placed in prechilled University of Wisconsin solution (#BTLBUW, Bridge to Life Ltd., Columbia, U.S.) and transported on ice.

The samples used for the metabolomics analysis in Supplementary Fig. 9c were generated using frozen tissue from surgically resected clear cell renal cell carcinoma samples that were sourced from an ongoing ethically approved study of biomarkers in urological disease (Ethics 03/018, CI V.J.G). From this study, we selected 18 primary tumors samples collected from patients treated from 2015–2017 and presenting with metastatic disease. Before processing the samples, whole frozen tissue areas of tumor were identified and marked by an uro-pathologist (A.Y.W). After that, samples were extracted for LC–MS analysis as described before^64^.

#### Consumption-release (CoRe) experiments

1.5 × 10^5^ cells were seeded onto a 6-well plate and the experiment was carried as previously described^65^. Values represent the mean of five independent cultures ± S.D. and are relative to the metabolite abundance normalized to biomass dry weight generated (dW) in 24 h after medium background subtraction.

### RNA sequencing

In all, 4 × 10^5^ cells were plated onto 5 replicate 6-cm dishes the day before the extraction. RNA isolation was carried using RNeasy kit (Qiagen) following the manufacturer’s suggestions and the eluted RNA was purified using RNA Clean & Concentrator Kits (Zymo Research). RNA-seq sample libraries were prepared using TruSeq Stranded mRNA (Illumina) following the manufacturer’s description. For the sequencing, the NextSeq 75 cycle high output kit (Illumina) was used and samples spiked in with 1% PhiX. The samples were run using NextSeq 500 sequencer (Illumina).

#### Analysis

Counts were generated from the read files using the Rsubread package with the hg38 genome build. 

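The deposited table lists 28395 genes by their NCBI gene identifier, 27745 of which matched a symbol in the RefSeq annotation. In every library, 7154 of the genes had 0 counts. A mean of at least 50 counts over the 9 libraries was reached by 12695 genes and missed by 15700. The genes that reached it held between 99.8% and 99.9% of the counts of each library. Of these genes, 328 had 0 counts in at least 1 library, and 178 had 0 counts in all 3 libraries of a line.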

Gene that had less than 50 counts per sample on average were filtered out. 

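Among the genes with a mean of at least 50 counts, 1106 values were 0. In the calibrated alternatives these were set to 0.5. The calibration was applied to the log2 values, the order in which the paper names the steps, and in a separate alternative to the counts. It was an implementation of the VSN model written for the purpose, fitted by maximum likelihood on the 90% of genes with the smallest residuals in 7 rounds. On 5000 simulated genes it recovered the scale of each library with an error of at most 0.313%. These genes were drawn from the model itself, with other offsets than those fitted to the real values. The small error therefore does not show how well low counts are calibrated.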

Then, 0 count values were scaled up to 0.5 (as done in the voom normalization procedure of the limma R package) and then log_2_-transformed and normalized with the VSN R package. Differential analysis was then performed using the limma R package.

#### Transcription factor activity from RNA-seq

TF activities were estimated from the limma *t*-values as gene-level statistics, with the TF-target regulons from the dorothea v1.3.0 R package and the viper algorithm. Dorothea regulons were filtered to include TF-target interactions of confidence A, B, C and D. Viper was run with a minimum regulon size of 5 and eset filter set to FALSE. The resulting TF activity scores roughly represent how extreme is the average deregulation of a set of target genes of a given TF, compared to the rest of the genes.

### Proteomics analysis

#### Sample preparation

Cell pellets were lysed, reduced and alkylated in 100 µl of 6 M Gu-HCl, 200 mM Tris-HCl pH 8.5, 1 mM TCEP, 1.5 mM Chloractamide by probe sonication and heating to 95 °C for 5 min. Protein concentration was measured by a Bradford assay and initially digested with LysC (Wako) with an enzyme to substrate ratio of 1/200 for 4 h at 37 °C. Subsequently, the samples were diluted 10-fold with water and digested with porcine trypsin (Promega) at 37 °C overnight. Samples were acidified to 1% TFA, cleared by centrifugation (16,000 × *g* at RT) and ~20 µg of the sample was desalted using a Stage-tip. Eluted peptides were lyophilized, resuspended in 0.1% TFA/water and the peptide concentration was measured by A280 on a nanodrop instrument (Thermo). The sample was diluted to 1 µg/5 µl for subsequent analysis.

#### Mass spectrometry analysis

The tryptic peptides were analyzed on a Fusion Lumos mass spectrometer connected to an Ultimate Ultra3000 chromatography system (both Thermo Scientific, Germany) incorporating an autosampler. 5 μL of the tryptic peptides, for each sample, was loaded on a homemade column (250 mm length, 75 μm inside diameter [i.d.]) packed with 1.8 μm uChrom (nanoLCMS Solutions) and separated by an increasing acetonitrile gradient, using a 150-min reverse-phase gradient (from 3% to 40% Acetonitrile) at a flow rate of 400 nL/min. The mass spectrometer was operated in positive ion mode with a capillary temperature of 220 °C, with a potential of 2000 V applied to the column. Data were acquired with the mass spectrometer operating in automatic data-dependent switching mode, with MS resolution of 240k, with a cycle time of 1 s and MS/MS HCD fragmentation/analysis performed in the ion trap. Mass spectra were analyzed using the MaxQuant Software package in biological triplicate. Label-free quantification was performed using MaxQuant. All the samples were analyzed as biological replicates.

#### Data analysis

Data were analyzed using the MaxQuant software package. Raw data files were searched against a human database (Uniprot Homo sapiens), using a mass accuracy of 4.5 ppm and 0.01 false discovery rate (FDR) at both peptide and protein levels. Every single file was considered separately in the experimental design; the replicates of each condition were grouped for the subsequent statistical analysis. Carbamidomethylation was specified as fixed modification while methionine oxidation and acetylation of protein N-termini were specified as variable. Subsequently, missing values were replaced by a normal distribution (1.8 π shifted with a distribution of 0.3 π) in order to allow the following statistical analysis. Results were cleaned for reverse and contaminants and a list of significant changes was determined based on average ratio and t-test. Intensities were then normalized using the VSN package and differential analysis was performed with limma (same as for the RNA data). Gene set enrichment analysis was performed using the FGSEA package and the kegg pathway ontology (obtained from mSigDB).

### In vivo metastatic assay

All animal experiments were performed in accordance with protocols approved by the Home Office (UK) and the University of Cambridge ethics committee (PPL PFCB122AA). The housing for the animal experimental work carried out in this study was controlled by the animal facility at the University of Cambridge. Chow diet ad libitum was used during the experiments. For experimental lung metastasis assays, 300000 cells were resuspended in 100 µl PBS and inoculated in the lateral tail vein of 7-week-old female NOD/SCID mice (5 mice/condition) obtained from Charles River Laboratories. Metastatic colonization was monitored by IVIS bioluminescence imaging (PerkinElmer). At the experimental endpoint, lungs were harvested for immuno-histochemistry.

### Immuno-histochemistry staining (IHC)

Lungs were collected and fixed overnight with neutral formalin 4% and washed with PBS, 50% ethanol, and 70% ethanol for 15 min each. Lungs were embedded in paraffin, sectioned, and stained with H&E by the human research tissue bank and histopathology research support group from the Cambridge University Hospitals-NHS Foundation. Human Vimentin staining (Cell signaling #5741 1:100) was carried out using the Bond Max (Leica) using Bon polymer Refine Detection reagents (Leica) according to the manufacturer’s protocol (IHC protocol F). Two different lung sections were vimentin-stained and imaged using Wide Field Zeiss Axio Observer 7 microscope (Zeiss).

### Oxygen consumption rate and extracellular acidification rate measurements

Cellular respiration (Oxygen consumption rate, OCR) was measured using the real-time flux analyzer XF-24e SeaHorse (Agilent) as described before^64^. Briefly, 6 × 10^4^ cells were plated onto the instrument cell plate 24 h before the experiment in complete Plasmax medium or RPMI (at least four replicate wells for each cell line). The following day, the medium was replaced with fresh Plasmax supplemented with 25 mM HEPES (Sigma-Aldrich) to balance pH changes without any pre-incubation or with Agilent Seahorse XF RPMI with the addition of glucose, pyruvate and glutamine at the concentration present in normal RPMI and pre-incubated for 30 min at 37 °C. Cells were treated with 1 μM Oligomycin, 4 μM FCCP and 1 μM Antimycin A (all drugs were purchased from Sigma-Aldrich).

### TCGA KIRC transcriptomic analysis

KIRC RNA-seq counts were downloaded from the TCGA portal. Data were normalized in several steps. First, counts were log_2_ transformed. After visual inspection of the data distribution, any log_2_ count values lower than 7.5 were converted to missing values (NAs). Primary tumors and solid normal tissue samples containing more than 49000 NAs were removed. Then, genes with 350 or more missing values across samples were excluded. This yielded a clean data matrix of 593 samples and 13452 genes. The data was converted back to original count values so that VSN normalization procedure could be applied.

Groups were first defined as early-stage tumors (stage I and II) and late-stage tumors (stage III and IV). *ASS1* expression distribution was visually inspected in each group. Then the late-stage tumor group was split into two subgroups based on *ASS1* expression. We used Gaussian mixture modeling with the mclust package to model *ASS1* expression across late-stage tumor samples with two Gaussian distributions. This allowed us to define a group of low expression of *ASS1* (177 samples) and high expression of *ASS1* (18 samples, with a probability of sample belonging to a given distribution of 50%). Limma was used to perform differential analysis between late-stage tumors that express high/low *ASS1* and early-stage tumors. FGSEA (nperm = 1000) was used with the resulting limma *t*-values and KEGG pathway collection (obtained from msigdb) to perform a pathway enrichment analysis.

### Metabolomic enrichment analysis using ocEAn

#### Pre-processing of metabolomic data

##### Steady-state metabolomics

Three sets of metabolomic data relative to cells stably cultured in Plasmax were combined and the batch effect was removed with the removeBatchEffect function of limma (using a linear model to regress out the batch effect). We compared both 786-O and 786-M1A to HK2 and 786-M1A vs. 786-O using limma differential analysis and *t*-values relative to significant differences were calculated for each metabolite.

#### Pre-processing of recon2 reaction network

To run ocEAn, we first generated a list of metabolites associated with each enzyme. This information was extracted from the metabolic reaction network, indicating which metabolites are downstream or upstream of each reaction. The quality of the metabolic reaction network used to generate the set is of prime importance, as the choice of an adequate prior-knowledge source usually impacts the quality of footprint-based activity estimations the most. We used a reduced manually curated and thermodynamically proofed version of the Recon2 human metabolic reaction network to identify metabolites associated with each reaction^66^. The thermodynamic proofing was performed using the TFA algorithm to exclude reaction directions that were not thermodynamically feasible^67,68^. To compute the relative position of the metabolites relative to the enzymes, we first filtered out accessory elements of the reaction network such as cofactors and over-promiscuous metabolites (over-promiscuous metabolites are metabolites that are used as reactants by >100reactions). Metabolites classified as cofactors and nucleotides according to the KEGG BRITE classification were removed, as well as CO_2_, ITP, IDP, NADH and all metabolites composed of less than four atoms. This procedure filtered out 100 metabolites, bringing the number of metabolites in the reaction network from 421 to 321.

#### Convert redHuman network into an enzyme-metabolite distance map

The gene-reaction rules “(“AND” and “OR” which contains the information about which genes are required for a reaction to occur) of the metabolic reaction network were used to associate reactants and products with the corresponding enzymes of each reaction. When multiple enzymes were associated with a reaction with an “AND” rule, they were combined as a single entity representing an enzymatic complex. Then, reactants were connected to corresponding enzymatic complexes or enzymes by writing them as rows of a Simple Interaction Format (SIF) table in the following form: enzyme; 1; product. In this way, each row of the SIF table represents either activation of the enzyme by the reactant (i.e., the necessity of the presence of the reactant for the enzyme to catalyze its reaction) or activation of the product by an enzyme (i.e., the product presence is dependent on the activity of its corresponding enzyme). The resulting network allows to easily follow paths connecting metabolic enzymes with distant metabolites and can be converted to an enzyme-metabolite graph (using igraph package in R). The paths have to conserve the compartment information of metabolites and reactions, thus enzymes and metabolites are duplicated and uniquely identified based on each reaction they are involved in. Finally, since the same enzyme catalyzes the transformation of different reactions (with variations of reactants and products), each reaction linked to a metabolic enzyme was uniquely identified (Supplementary Data 1). This level of resolution guarantees the correct tracking of a series of reactions from one metabolite to another without having incoherent jumps between metabolites catalyzed by the same enzyme.

The enzyme-metabolite graph was used to find the shortest path between each metabolic enzyme and all the other metabolites of the network. This is done first following the normal reaction fluxes (to connect enzymes with direct and indirect metabolic products) and then following the reversed fluxes (to connect enzymes with direct and indirect metabolic reactants). This yields a “reaction network forest”, where each tree has a root corresponding to a specific metabolic enzyme, and branches represent the metabolites that can be reached from this enzyme, following normal or reverse reaction flux directions. Thus, each tree allows us to know if a given metabolite is upstream or downstream of a specific reaction and how many reaction steps separate them. The next step was associating each enzyme and all metabolites of the network with weights, representing the minimum distance of metabolites relative to enzymes, and a sign representing whether each metabolite is upstream (−1 to 0) or downstream (0 to 1) of a given enzyme. To compute a weight, we used a function that progressively decreases the weight value with the distance in the network. The weight value starts at 1 for direct reactants and products of a given enzyme and decreases in a stepwise manner (*x*_{*i* + 1} = *x*_*i* * penalty, with *x*_0 = 1 and dissipation parameter ranging between 0 and 1), for each reaction step separating the given metabolite from a given enzyme. In this study, we used a dissipation parameter of 0.8, which represents a drop in the weight of a given metabolite to a given enzyme by 20% per step in the reaction network. This value is arbitrary and was chosen because it allowed us to generate visually interpretable metabolic enzyme profiles. Since many cycles are present in the metabolic reaction network, metabolites are usually both upstream and downstream of different enzymes. To obtain a weight that represents the actual relative position of a metabolite relative to a given enzyme, the upstream and downstream weight of each metabolite-enzyme association were averaged.

### RNA extraction and real-time PCR

In all, 2.5 × 10^5^ cells were plated onto a 6-well plate. The day after, cells were washed in PBS and then RNA was extracted using RNeasy kit (Qiagen) following the manufacturer’s protocol. RNA was eluted in water and then quantified using Nanodrop (Thermo Fisher). 500 ng of RNA was reverse- transcribed using Quantitect Reverse Transcription kit. For real-time qPCR, cDNA was run using TaqMan™ Gene Expression Assay (FAM) (Thermo Scientific, catalog n. 4331182 250 μl, 20x: Hs00607978_s1 *CXCR4*; Hs03046964_s1 *VHL*; Hs01597989_g1 *ASS1*; Hs00427620_m1 *TBP*; Hs01001189_m1 *SLC7A5*) and Taqman Fast 2X master mix (Thermo Scientific). TATA-Box Binding Protein (*TBP*) was used as the endogenous control. Data and biological replicates were analyzed using Expression Suite (Thermo Scientific). Results were obtained from three independent experiments and presented as Relative quantification (RQ), with RQ max and RQ min calculated using SD1 algorithm. *p*-values were calculated by Expression Suite software.

### Treatment of cells with BCAT inhibitor

In all, 2 × 10^5^ cells were plated onto 6-well plates (3 replicates/experimental condition for each cell line). The day after, media was replaced with fresh one with either the vehicle (DMSO) or 100 μM BCATI2, (ApexBio) for 22 h at 37 °C with 5% CO_2_ before the metabolite extraction_._

### Treatment of cells with DNA demethylation agent 5-azacitidine (5AC)

In all, 1 × 10^5^ 786-O and OS-RC-2 cells were plated onto 6-well plates and incubated with either the appropriate vehicle or the inhibitor 5-Azacitidine, (Sigma-Aldrich) dissolved in DMSO at 200 nM concentration for 72 h 37 °C with 5% CO_2._ The medium was replaced every day with fresh one containing either vehicle or the inhibitor. After a total of 96 h, cells were washed in PBS and RNA extracted as described above for real-time qPCR. The experiment was repeated three times (*N* = 3).

### Treatment of cells with ADIPEG20

In all, 3 × 10^4^ cells were plated onto 24-well plates (4 replicates/conditions). The day after, pegylated arginine deiminase (ADIPEG20, Design Rx Pharmaceutical, US) was added at 115 ng/ml concentration for 72 h. Then, cells were fixed with 1%TCA solution at 4 °C for 10 min. After the plate was washed twice in water and dried, cells were colored using SRB staining solution (0.057% in acetic acid) for 1 h at room temperature. After two washes in 1% acetic acid solution and once dry, the SRB staining was dissolved in 10 mM Tris solution and absorbance quantified using TECAN spectrophotometer at 560 nm. The experiment was repeated four times (*N* = 4). For chronic treatment, 786-O cells were plated (5 × 10^5^) onto a T25 flask and treated with ADIPEG20 57.5 ng/ml for 4 weeks. Medium was replaced with fresh ADIPEG20 every 3 days.

### Short-hairpin RNA (shRNA) interference experiments

786-M1A were infected with lentiviral particles which were a gift from Ayelet Erez’s laboratory. The virus was generated transfecting HEK293T cells with psPAX, pVSVG, which encode for the virus assembly, and pLKO shGFP, shASS1 vectors (Catalog #: RHS4533-EG445, GE Healthcare, Dharmacon). Cells were incubated with a medium containing the lentiviral particles for 24 h. After lentiviral transduction, cells were selected with puromycin 2 μg/ml for 48 h and then kept at 1 μg/ml for downstream experiments.

### Invasive growth assay

The invasive growth assay was performed as described previously^62,69^. Briefly, cells (1000 cells/drop) were maintained in drops (25 µl/drop) with Plasmax and 6% methylcellulose (Sigma M0387) on the cover of a 100-mm culture plate. Drops were incubated at 37 °C and 5% CO_2_ for 72 h. Once formed, spheroids were collected, resuspended in collagen I solution (Advanced BioMatrix PureCol), and added to 24-well plates. After 4 h, Plasmax medium was then added on top of the well and day 0 pictures were taken. Any increase in spheroid area was monitored by taking pictures with Incucyte SX5 for 48 h or using the EVOS FL Auto Imaging system on days 0 and 2. For GLS and ACLY inhibitor treatments (CB-839, from Selleck Chemicals 1 μM and BMS-303141 from Merck 10 μM) cells were pre-treated for 48 h and 4 h, respectively, in the presence of the inhibitor or vehicle. For invasive growth quantification, an increase in the area occupied by the spheroids between day 0 and day 2 (48 h) was calculated using FiJi software.

### DNA methylation analysis

DNA samples (10 ng/µl, 500 ng total) were sheared using the S220 Focused-ultrasonicator (Covaris) to generate dsDNA fragments. The D1000 ScreenTape System (Agilent) was used to ensure >60% of DNA fragments were between 100 and 300 bp long, with a mean fragment size of 180–200 bp. The methylation analysis was performed using the TruSeq Methyl Capture EPIC Library Preparation Kit (Illumina) using the manufacturer’s protocol. Twelve samples were pooled for sequencing on the HiSeq4000 Illumina Sequencing platform (single end 150 bp read) using two lanes per library pool. Technical replicates were performed for cell line data to assess assay reproducibility (*R*^2^ = 0.97). The reads were trimmed (TrimGalore v0.4.4), aligned to the bisulfite converted human reference genome (GRCh38/hg38) and methylation calling was performed using Bismark (v0.22.1) using standard parameters. Quality control (QC) reports were compiled using FastQC (0.11.4) and MultiQC (v1.7). The position of the CpG island (hg38-chr9:130444478–130445423) overlapping with the TSS of *ASS1* (GRch38 chr9:130444200–13044780) was obtained from *Ensembl*.

### Chromatin immunoprecipitation and sequencing (ChIP-seq)

ChIP experiments were generated and described previously^29^.

### Protein lysates and western blot

In all, 6 × 10^5^ cells were plated onto 6-cm dishes. The day after, cells were washed in PBS and then lysed on ice with RIPA buffer (150 mM NaCl, 1%NP-40, Sodium deoxycholate (DOC) 0.5%, sodium dodecyl phosphate (SDS) 0.1%, 25 mM Tris) supplemented with protease and phosphatase inhibitors (Protease inhibitor cocktail, Phosphatase inhibitor cocktail 2/3, Sigma-Aldrich) for 2 min. Cells extracts were scraped and then sonicated for 5 min (30 s on, 30 s off) using Bioruptor sonicator (Diagenode) and the protein content was measured using BCA kit (Pierce) following the manufacturer’s instructions. Absorbance was read using TECAN spectrophotometer at 562 nm. 30–50 μg of proteins were then heated at 70 °C for 10 min in Bolt Loading buffer 1x (Thermo Scientific) containing 4% β-mercaptoethanol. Then, the samples were loaded into 4–12% Bis-Tris Bolt gel and run at 160 V constant for 1 h in Bolt MES 1X running buffer (Thermo Scientific). Dry transfer of the proteins to a nitrocellulose membrane was done using IBLOT2 (Thermo Scientific) for 12 min at 20 V. Membranes were incubated in blocking buffer for 1 h (either 5% BSA or 5% milk in TBS 1x + 0.01 % Tween-20, TBST 1X). Primary antibodies were incubated in blocking buffer ON at 4 °C. Calnexin antibody was purchased from Abcam (ab22595, used at 1:1000 dilution), ASS1 from Abcam (ab124465 used at 1:500 dilution). The day after, the membranes were washed three times in TBST 1X and then secondary antibodies (conjugated with 680 or 800 nm fluorophores, IRDye® 800CW Goat anti-Mouse IgG cat. 926–32210; IRDye® 800CW Goat anti-Rabbit IgG cat. 926–32211; IRDye® 680LT Goat anti-Mouse IgG cat. 926–68020; IRDye® 680LT Goat anti-Rabbit IgG cat. 926–68021 purchased fromLI-COR) incubated for 1 h at room temperature at 1:2000 dilution in blocking buffer. Images were acquired using Image Studio lite 5.2 (Li-Cor) on Odyssey CLx instrument (LI-COR).

### Analysis of ccRCC single-cell RNA-seq dataset

A single-cell ccRCC dataset was obtained from: 10.1126/science.aat1699.

The data of three ccRCC patients were analyzed with the scanpy python package. We filtered and normalized the data following the default parameters of the scanpy tutorial (filter out cells with less than 200 unique genes, filter out genes expressed in less than 3 cells, filter out cells with more than 5% mitochondrial gene counts). Data were summarized in lower dimensional space using UMAP dimensionality reduction. Finally, compartments (cell types, as defined in the original publication) and *ASS1* expression were plotted on the first two UMAP components. All the analysis codes are available in a markdown at: https://github.com/saezlab/marco_kidney_singlecell/blob/main/scripts/CCRCC_ASS1_final/CCRCC_ASS1_final.md

### Statistics and reproducibility

Graphs were generated using Graphpad Prism 8–9. The statistical analysis was performed using Prism software through either unpaired/paired *t*-test or one-way ANOVA using Dunnets’s, Sidak’s or Tukey’s tests for multiple comparisons. For the one-way ANOVA analysis, gaussian distribution and equal SD were assumed. For real-time qPCR, the statistical analysis was performed using Expression Suite software (Thermo Scientific) using SD algorithm on three independent experiments. The reproducibility of the experimental findings was supported by performing independent experiments (usually *n* = 3) or by having several independent culture replicates (replicate wells/dishes) as reported in the figure legends. Furthermore, additional experiments were conducted in other relevant cell lines to validate the main findings of the study. Western blot experiments were repeated more than once or validated with other techniques (qPCR or multi-omic analysis).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-seq raw files are available on Gene Expression Omnibus (GSE217211), while proteomic raw files are available on PRIDE (PXD037464). Metabolomics raw files are available on Metabolomics Workbench (project PR001418) and MetaboLights (study MTBLS5615).: All source data used to generate the figures presented in this study, including uncropped western blot images are provided in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dynamic partitioning of branched-chain amino acids-derived nitrogen supports renal cancer progression
**Source:** Nat Commun. 2022 Dec 20;13:7830. doi: 10.1038/s41467-022-35036-4
**Supplement:** Supplementary file 1 — Supplementary Information

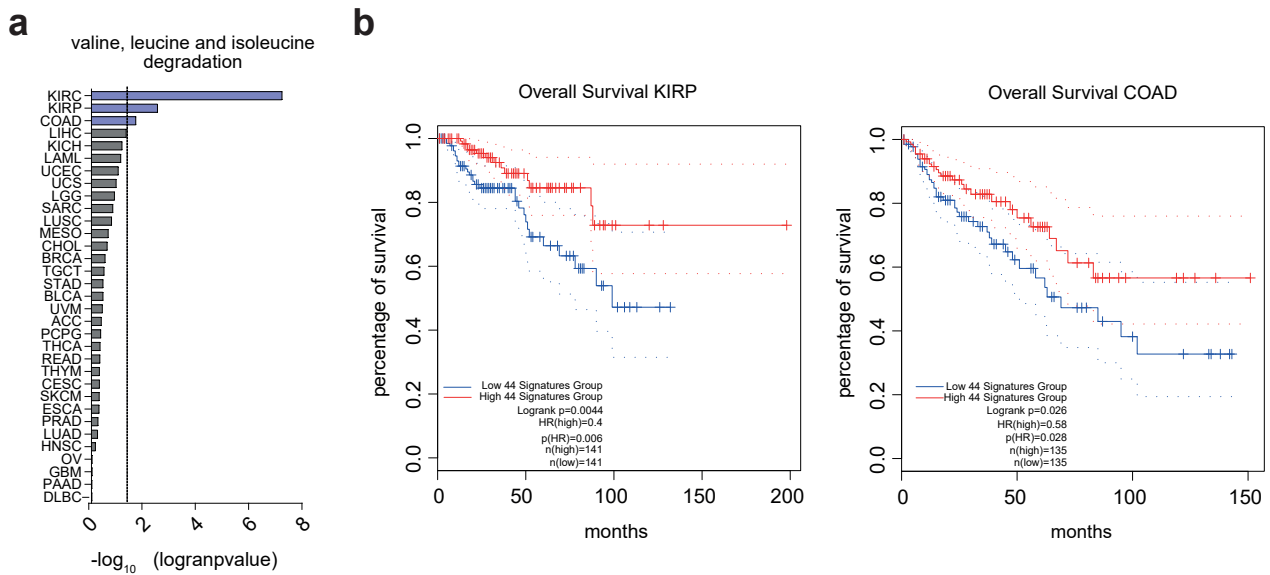

**Supplementary Fig.1. The expression of the BCAA degradation pathway correlates with TCGA patients' survival.** **a**, Bar plot showing the significance of the correlation between BCAA catabolism expression and patients' survival expressed as  $\log_{10}(\text{p-value})$  for all TCGA tumors calculated using GEPIA. **b**, Overall survival of KIRP and COAD patients obtained through online tool GEPIA, based on gene expression of KEGG 'valine, leucine and isoleucine degradation' signature. For both panel a-b the cut-off used for high/low groups was 50% and p-value calculated as logrank(p-value) using Mantel-Cox test. Dotted line refers to the survival with a confidence interval (CI) of 95%. n=number of samples compared; HR=hazard ratio based on the Cox PH model. KIRP= renal papillary carcinoma, COAD= colorectal tumors.

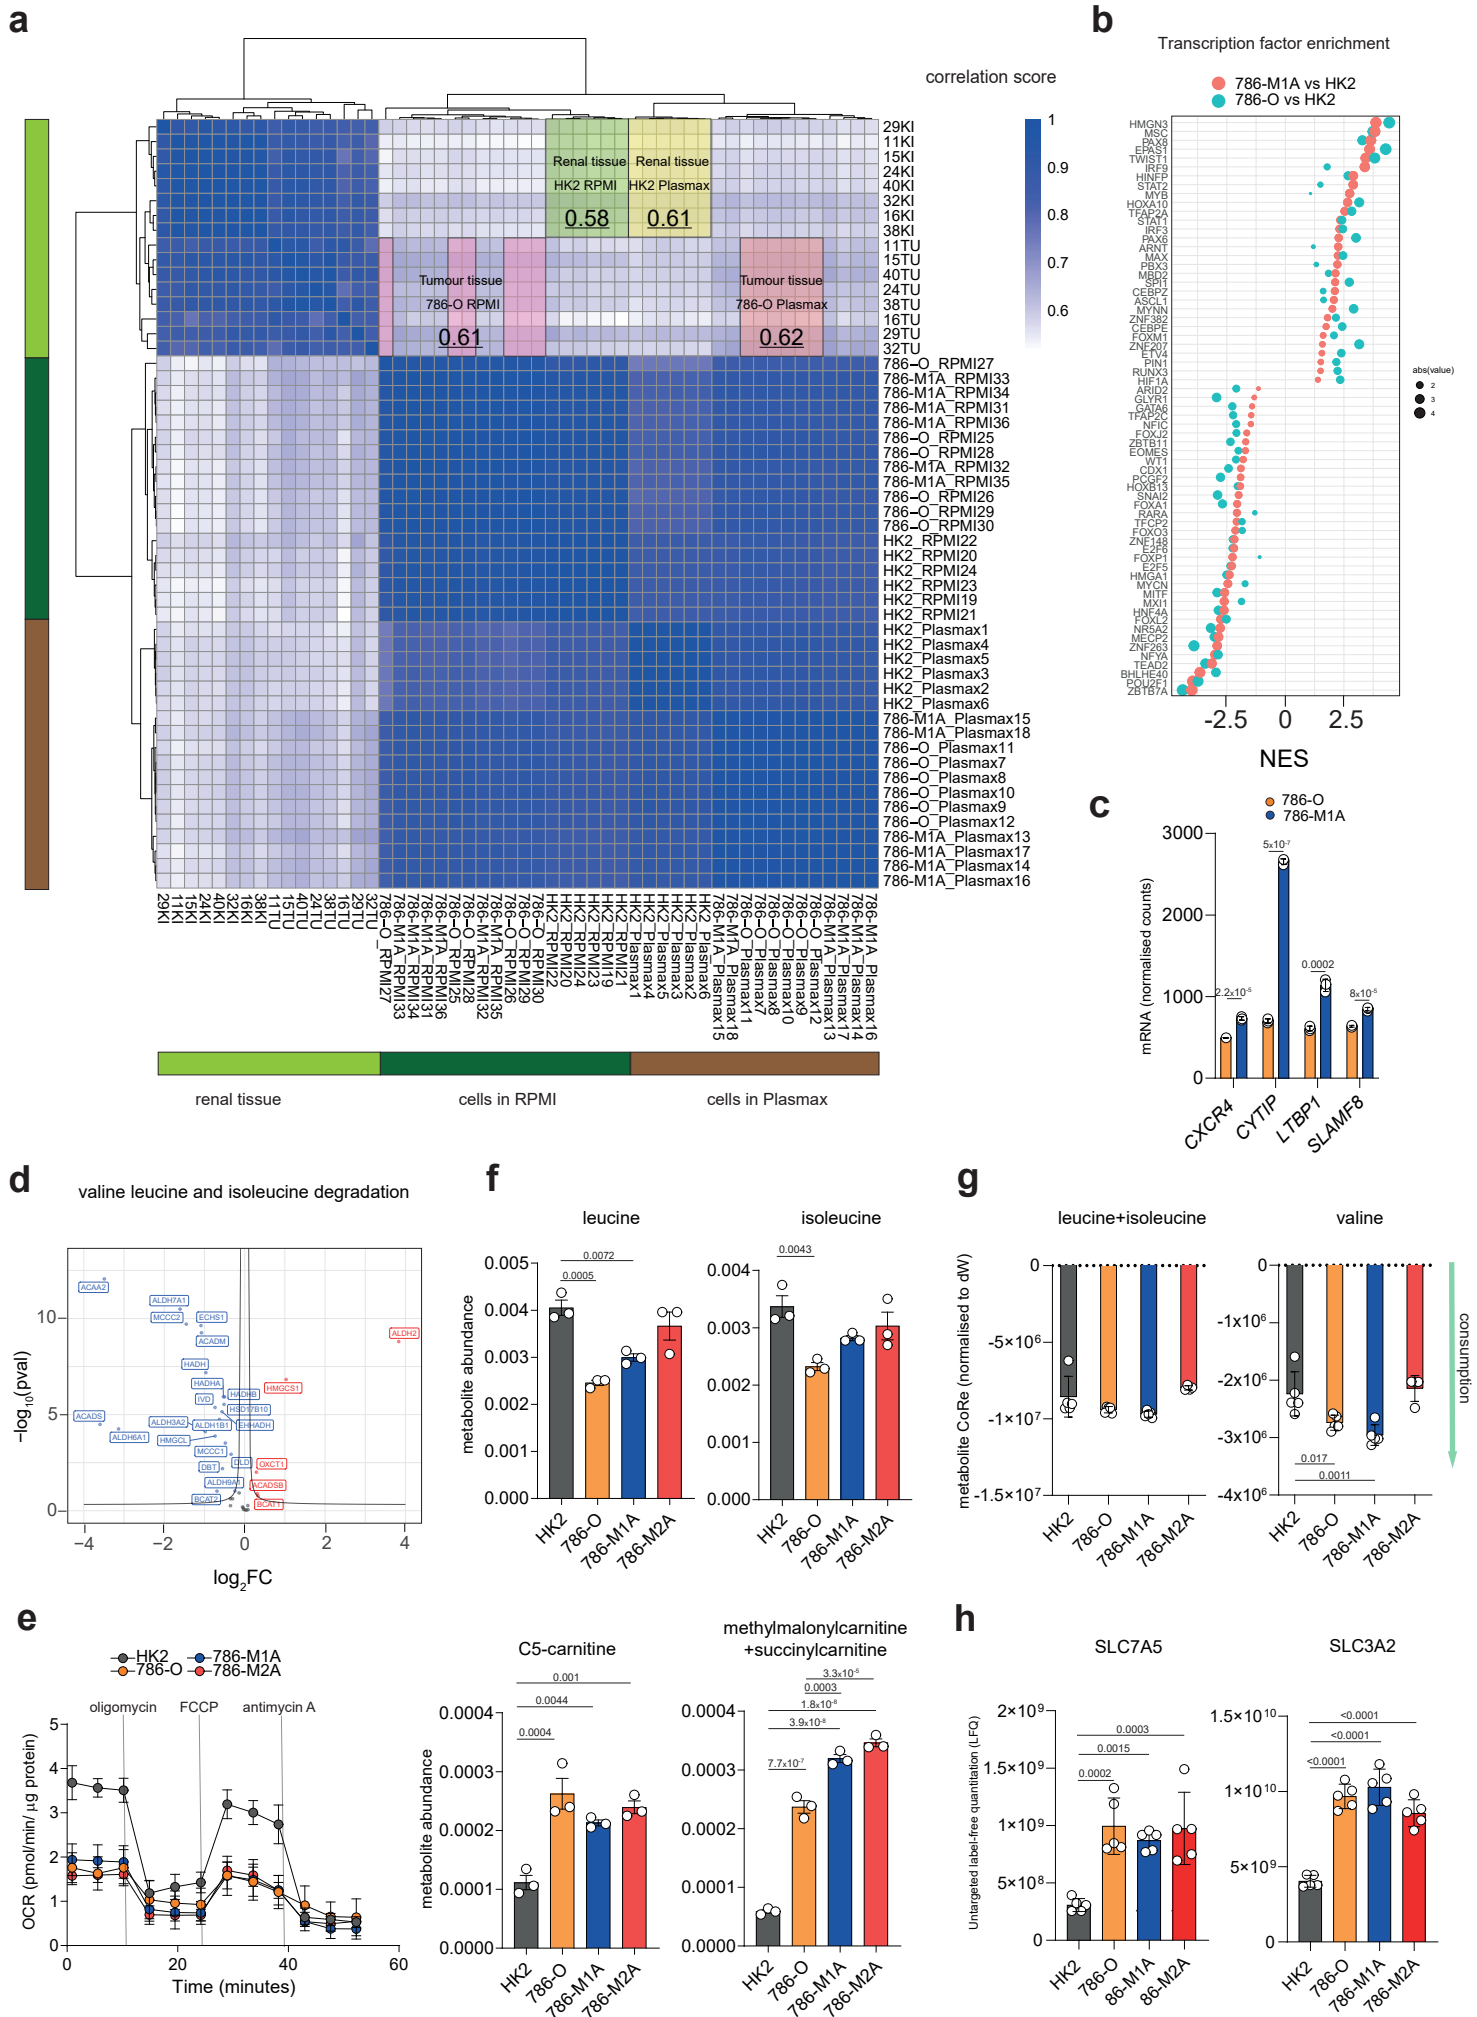

**Supplementary Fig.2. ccRCC cells cultured in Plasmax resemble the metabolic and transcriptional profile of renal tumors.** **a**, Heatmap showing the Pearson's correlation score between the metabolic profile of cells cultured in RPMI or Plasmax vs renal tumors (TU) and renal tissues, (KI). The average Pearson's correlation score value is indicated. **b**, Dot plot of the Transcription factor (TF) score comparing 786-O vs HK2 (green), 786-M1A vs HK2 (orange), ranked by significance from RNA-seq data. The dimension of the dots is based on the  $-\log_{10}(\text{adj-p-value})$ . NES= normalized enrichment score. TF enrichment scores were computed with the Viper R package, using minimum regular size of 5. The regions were obtained from the Dorothea R package, using interactions of confidence class A, B, C and D. **c**, Bar plot showing the normalized count of the mRNA for the indicated genes from RNA-seq. Significance was calculated using two-tailed unpaired t-test on  $\log_2$ -transformed counts. Values are shown as mean  $\pm$ SD from 3 independent cultures. **d**, Volcano plot showing the differential expression of proteins present in KEGG 'Valine leucine and isoleucine degradation' signature comparing 786-O vs HK2 cells. FC=fold change; red=upregulated blue=downregulated genes. **e**, Oxygen consumption rate (OCR) normalized for protein content/well of the renal cells in Plasmax. Values represent the mean of 4 independent cultures  $\pm$ SD. **f**, Abundance of key metabolites from BCAA catabolism in renal cells from metabolomics. Data, normalized to total ion count, represent the mean of 3 independent experiments (N=3)  $\pm$ S.E.M. **g**, Consumption/release of the indicated metabolites from Plasmax normalized to dry weight generation at t=24 (dW). Data are shown as mean of 5 independent cultures  $\pm$ SD. **h**, Expression of the indicated proteins measured through labelled-free quantification (LFQ) proteomics in renal cells. Data are displayed as mean of 5 independent cultures  $\pm$ SD. Significance was calculated using one-way ANOVA with multiple comparisons for panels f, g, h where each group was compared with HK2 (except for methylmalonylcarnitine in panel f). CXCR4=C-X-C Motif Chemokine Receptor 4; CYTIP=Cytohesin 1 Interacting Protein; LTBP1=Latent Transforming Growth Factor Beta Binding Protein 1; SLAMF8=SLAM Family Member 8; SLC7A5=Solute Carrier Family 7 Member 5; SLC3A2=Solute Carrier Family 3 Member 2.

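The bar plot of Supplementary Fig. 2c rests on the following numbers of reads. *CXCR4* had 204 to 232 counts per library in 786-M1A, 1 to 5 in 786-O and 0 to 2 in HK2, so the level in HK2 was not detectable at this depth. *CYTIP* had 2023 to 2141 counts in 786-M1A, 200 to 256 in 786-O and 0 in every HK2 library. *LTBP1* had 516 to 697 counts in 786-M1A, 100 to 159 in 786-O and 55 to 59 in HK2. *SLAMF8* had 295 to 349 counts in 786-M1A, 128 to 169 in 786-O and 4 to 11 in HK2.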

**a**

Metabolomics QC

value

24 samples (IDs): S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, S19, S20, S21, S22, S23, S24

Legend: Red, Green, Blue, Purple

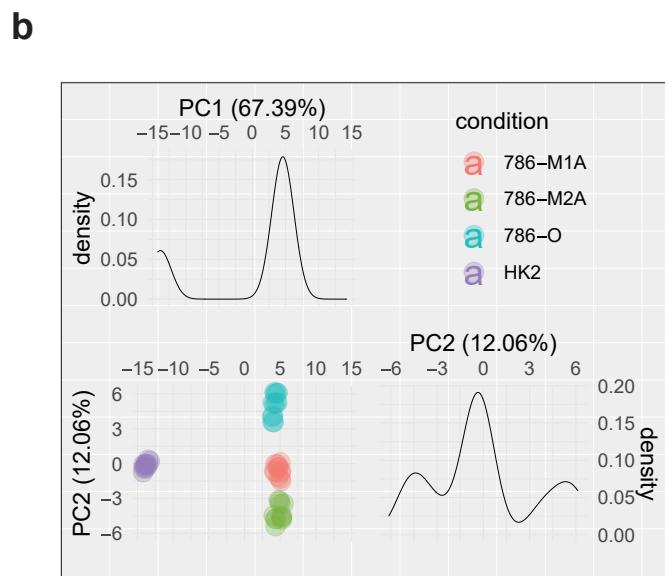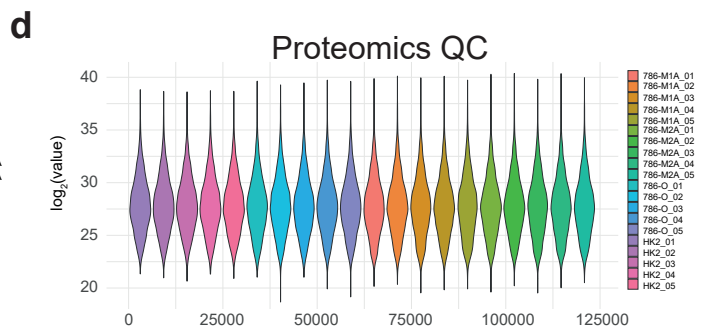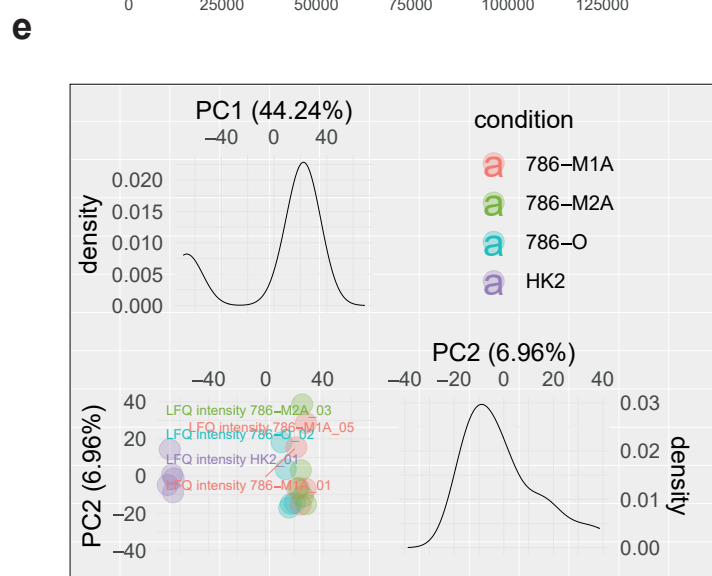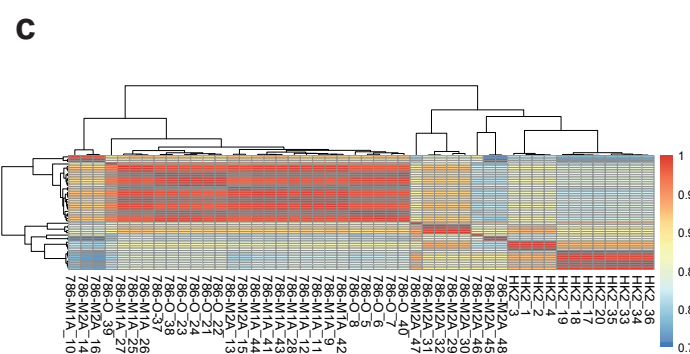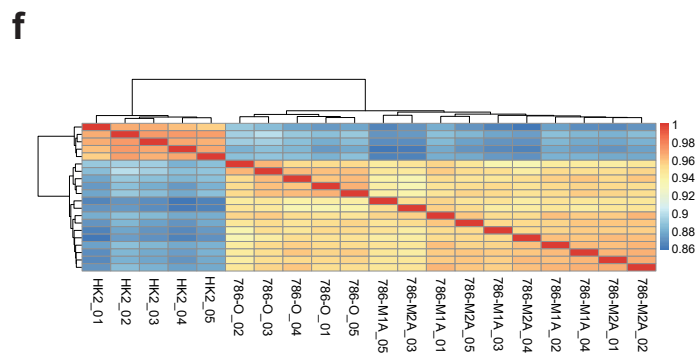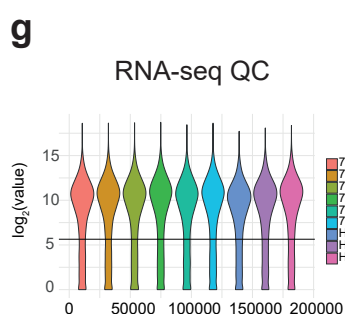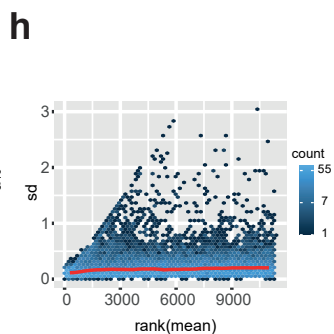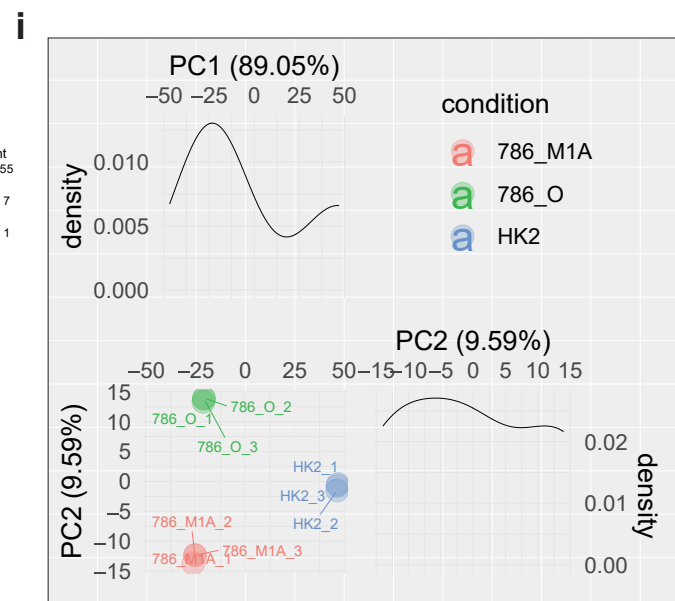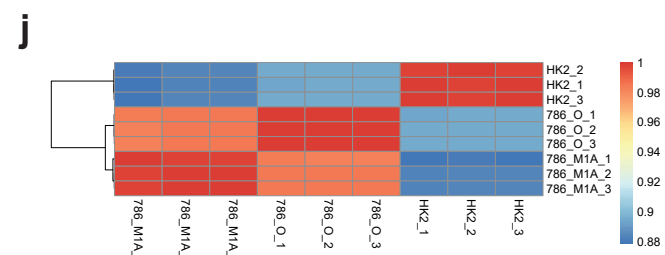

**Supplementary Fig.3. Preliminary analyses (QC) of the multi-omic datasets generated from renal cells cultured in Plasmax.**

**a**, Violin plots representing the normalized  $\log_2$  intensity distribution of the intracellular extract samples from the metabolomic dataset. **b**, Scatter plot of the first two principal components of the normalized  $\log_2$  intensities, with density curve of the first two components from the metabolomic dataset. **c**, Correlation heatmap of the metabolomic samples based on normalized  $\log_2$  intensities Pearson correlations. **d**, Violin plots representing the normalized  $\log_2$  intensity distributions of samples from the proteomic dataset. **e**, Scatter plot of the first two principal components of the normalized  $\log_2$  intensities, with density curve of the first two components from the proteomic dataset. **f**, Correlation heatmap of samples based on normalized  $\log_2$  intensities Pearson correlations from the proteomic dataset. **g**, Violin plots representing the  $\log_2$  count distribution of the RNA-seq samples. 

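For the RNA-seq panels of Supplementary Fig. 3, the median log2 count of the genes tested was between 9.96 and 10.54 in HK2 libraries, between 10.19 and 10.43 in 786-O and between 10.14 and 10.23 in 786-M1A. The minimum of 50 counts is 5.64 on the log2 scale. The SD between cultures of a line had a median of 0.241 for log2 counts in the lowest quartile of genes by mean count and of 0.194 in the highest quartile. Log2 counts carry the differences in depth between libraries. For log2 CPM, which are scaled for depth, this median SD was 0.150 and 0.0478. After calibration of the counts it was 0.0385 and 0.0453, so in the highest quartile scaling for depth alone gave most of the fall. In a principal component analysis of log2 CPM over 12695 genes, the first component held 89.997% and the next 8.82% of the variance. Within a line, the libraries spread over 0.399% of the range of the first component and 1.90% of that of the next. Pearson correlations of log2 CPM across genes, which are not independent replicates, were between 0.997 and 0.998 within lines. They were between 0.966 and 0.968 for 786-O with 786-M1A, between 0.743 and 0.745 for HK2 with 786-O, and between 0.719 and 0.724 for HK2 with 786-M1A. Each of the 9 libraries correlated best with a library of its own line.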

The horizontal line represents the minimum  $\log_2(\text{count})$  cutoff for low count filtering. **h**, Mean/sd plot of RNA counts after VSN normalization. **i**, Scatter plot of the first two principal components of the normalized count PCA, with density curve of the first two components relative to the RNA-seq samples. **j**, Correlation heatmap of RNA-seq samples based on normalized counts Pearson correlations. All datasets were generated from the indicated cells cultured in Plasmax.

**a**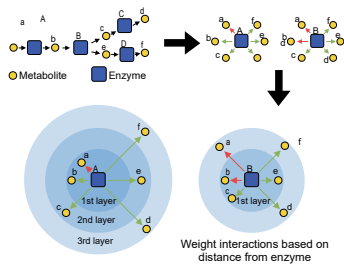**b**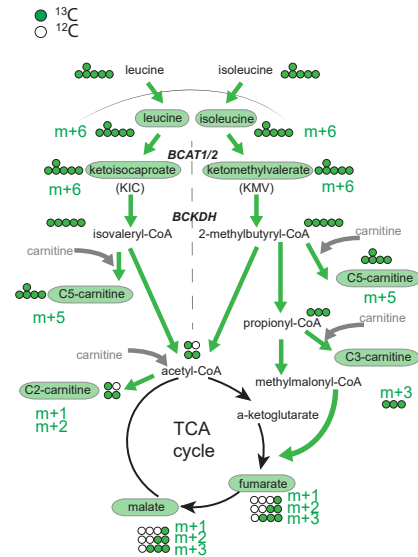**c**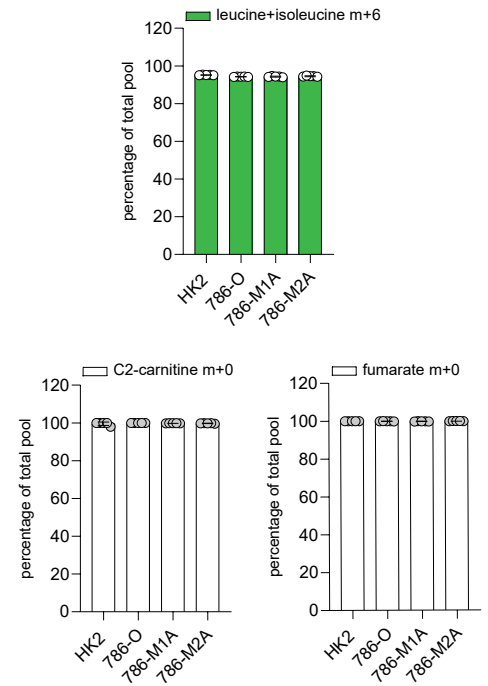

### Supplementary Fig.4. BCAA catabolism does not provide carbons for the TCA cycle in ccRCC.

**a**, Schematics showing how ocEAn computes the footprint for metabolic enzymes. **b**, Diagram of the labelling pattern originating from  $^{13}\text{C}$  leucine+isoleucine catabolism. The green circles indicate  $^{13}\text{C}$ , white circles represent unlabeled carbons. Measured metabolites through LC-MS are indicated in green circles. BCAT1/2= Branched Chain Amino Acid Transaminase 1/2; BCKDH = Branched Chain Keto Acid Dehydrogenase complex; KIC= ketoisocaproate. KMV=ketomethylvalerate. **c**, Proportion of total pool of the indicated labelled metabolites originating from  $^{13}\text{C}$  leucine+isoleucine after 43h in the indicated cell lines. Data represent the mean of 5 independent cultures  $\pm$ SD.

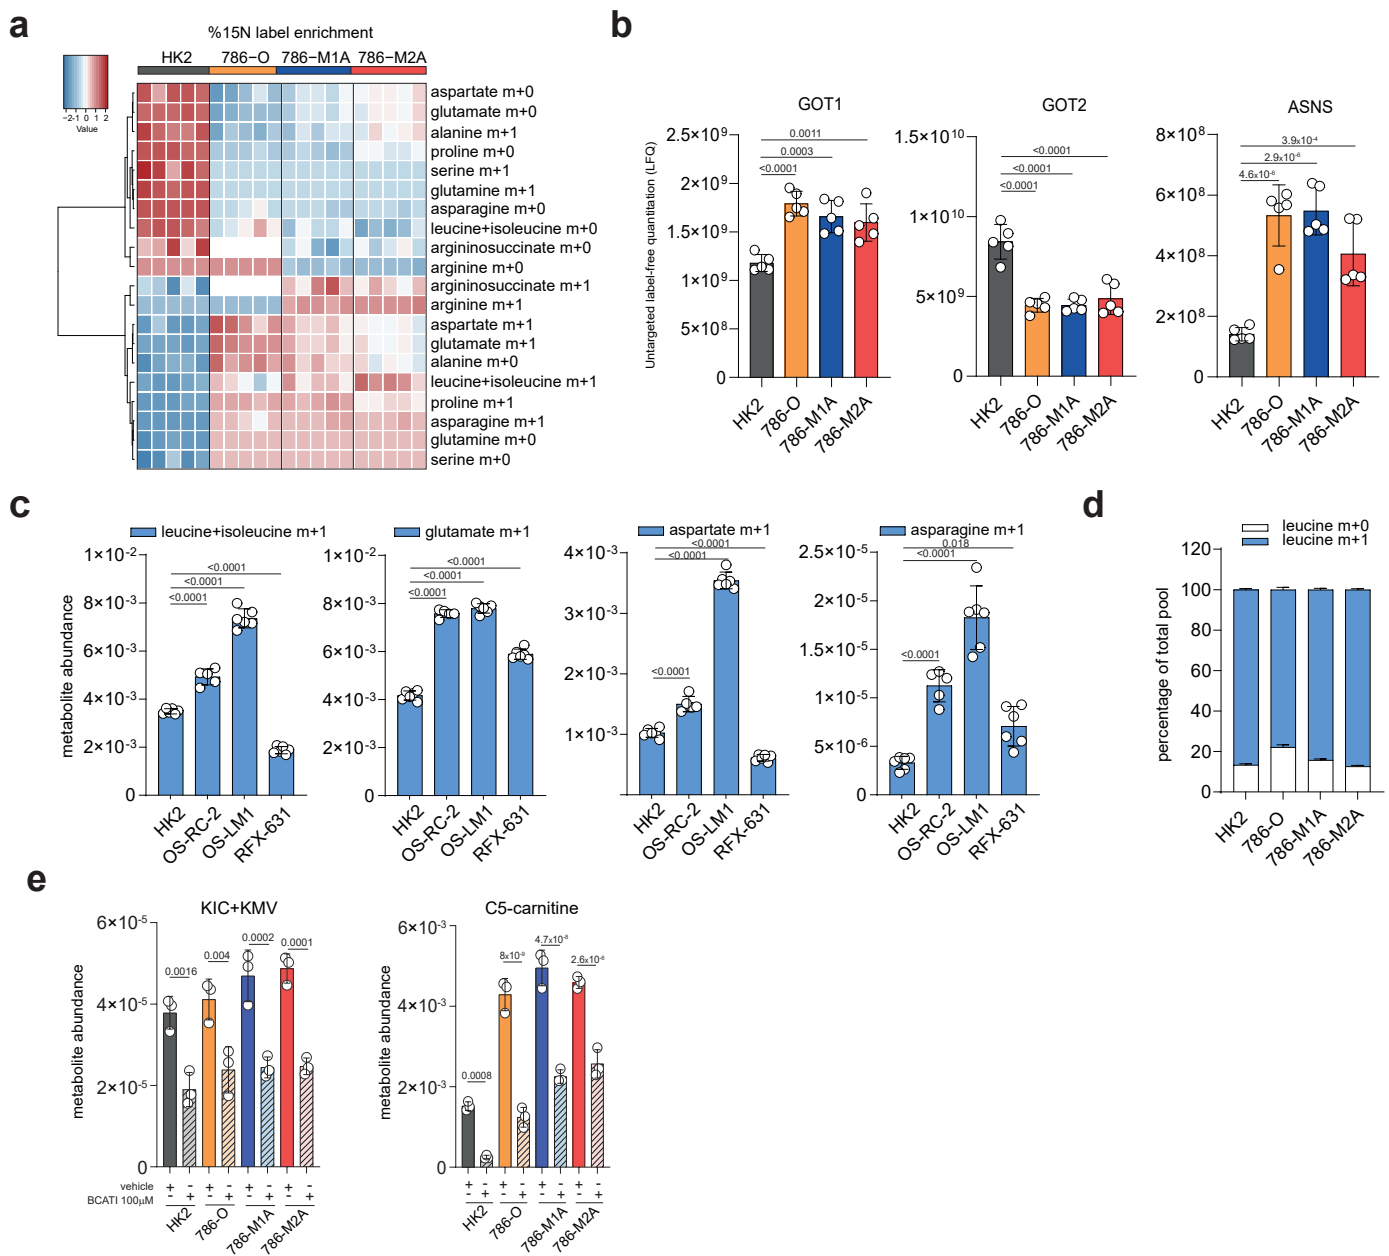

**Supplementary Fig.5. BCAT transamination supplies an additional aspartate pool in multiple ccRCC cell lines.** **a**, Heatmap showing the relative percentage of labelled metabolites m+1 on the nitrogen derived from <sup>15</sup>N Leucine, from the experiment indicated in Figure 4A. **b**, Labelled-free quantification (LFQ) of the indicated proteins based on proteomics dataset generated after culturing cells in Plasmax. Data are shown as mean of 5 independent cultures  $\pm$ SD. Significance was calculated using one-way ANOVA where each group was compared with HK2. **c**, Abundances of labelled leucine m+1, glutamate m+1, aspartate m+1 and asparagine m+1 originating from <sup>15</sup>N leucine+isoleucine in Plasmax after 27h in additional ccRCC cell lines. Data are normalized to total ion count and represent the mean of 6 independent cultures  $\pm$ SD. p-values were calculated using one-way ANOVA where each group was compared with HK2. **d**, Proportion of total pool of intracellular leucine after incubation of the cells with <sup>15</sup>N leucine EBSS+FBS 2.5% for 24h. Data represent the mean of 6 independent cultures  $\pm$ SD. **e**, Intracellular abundance of the indicated metabolites after treatment with BCAT1 100 $\mu$ M in Plasmax for 22h. Values are normalized to total ion count and expressed as the mean of 3 independent cultures  $\pm$ SD. p-values were calculated using one-way ANOVA with multiple comparisons and indicated in the graph for the comparisons treated vs vehicle for all biological groups.

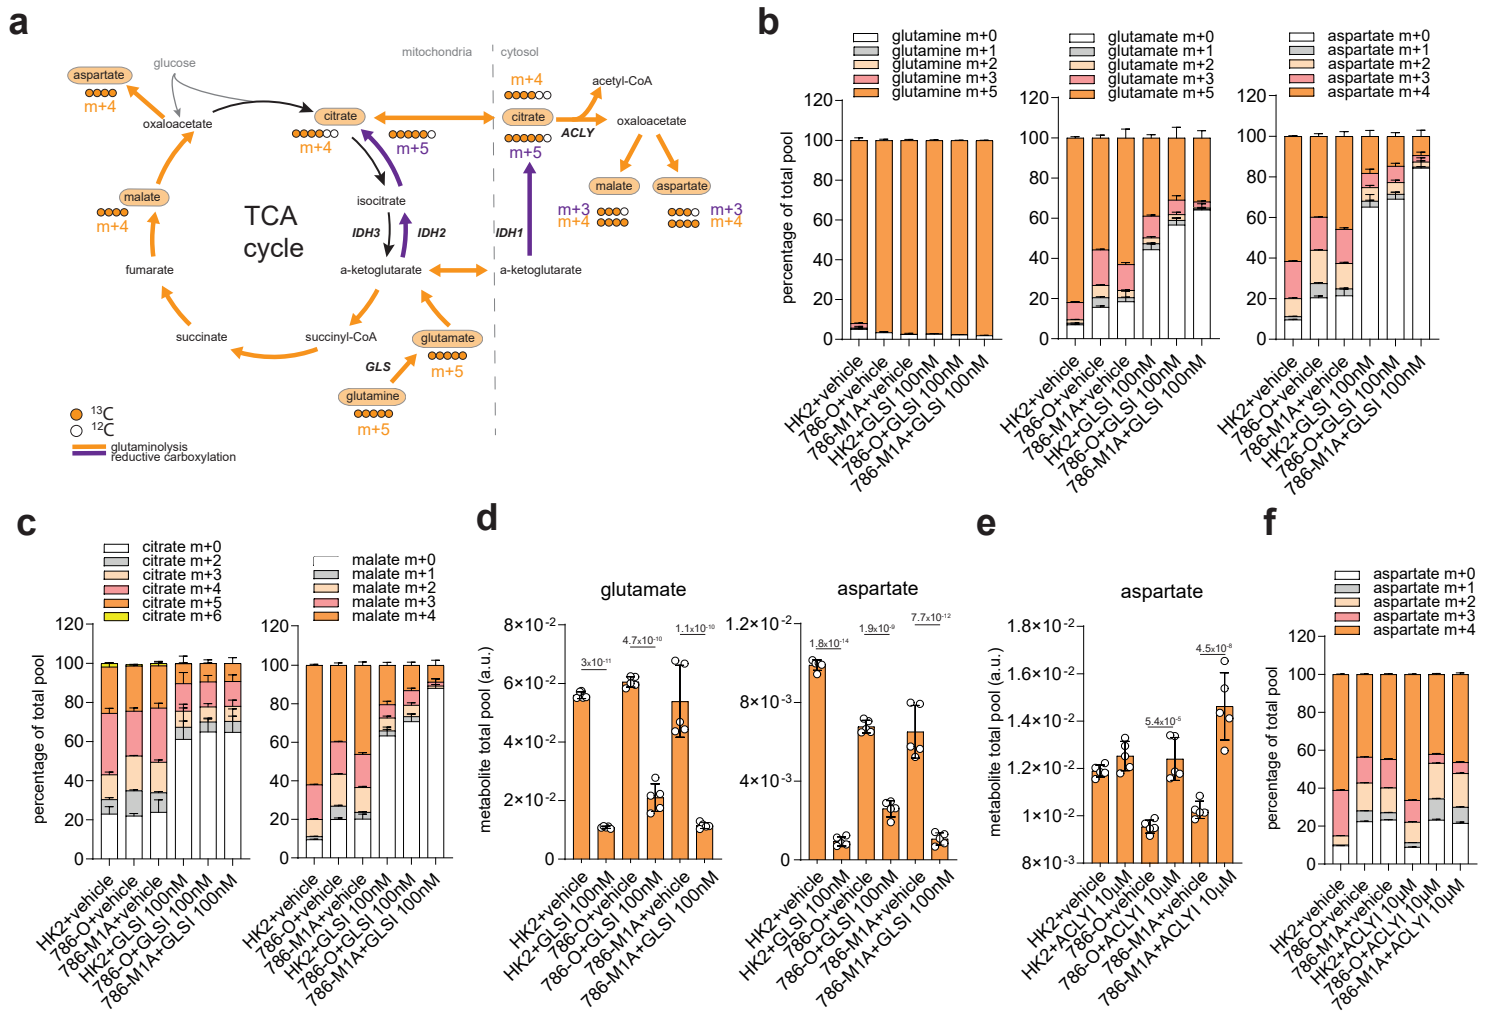

### Supplementary Fig.6. Glutaminolysis contribution to the carbon backbone of aspartate and glutamate in ccRCC cells.

**a**, Diagram of the labelling pattern originating from  $^{13}\text{C}$  glutamine catabolism. The orange circles indicate  $^{13}\text{C}$ , white circles represent unlabeled carbons. Measured metabolites through LC-MS are indicated in orange. Purple arrows and isotopologues indicate labelling patterns derived from glutamine reductive carboxylation.; ACLY= ATP Citrate Lyase; IDH= isocitrate dehydrogenase; GLS= glutaminase. **b-c**, Proportion of total pool of the indicated labelled metabolites originating from  $^{13}\text{C}$  glutamine after 22h in the indicated cell lines treated with vehicle GLSI (CB-839, 100nM) in Plasmax for 23h. Data represent the mean of 5 independent cultures  $\pm$ SD. **d**, Intracellular abundance of the indicated metabolites after treatment with GLSI (CB-839) in Plasmax for 23h. Values are normalized to total ion count and expressed as the mean of 5 independent cultures  $\pm$ SD. p-values were calculated using one-way ANOVA with multiple comparisons and indicated in the graph for the comparisons treated vs vehicle for all biological groups **e**, Intracellular abundance of aspartate after treatment with ACLYI (BMS-303141, 10 $\mu$ M) in Plasmax for 8h. Values are normalized to total ion count and expressed as the mean of 5 independent cultures  $\pm$ SD. p-values were calculated using one-way ANOVA with multiple comparisons and indicated in the graph for the comparisons treated vs vehicle for all biological groups. **f**, Proportion of total pool of aspartate originating from  $^{13}\text{C}$  glutamine after 8h in the indicated cell lines treated with ACLYI. Data represent the mean of 5 independent cultures  $\pm$ SD.

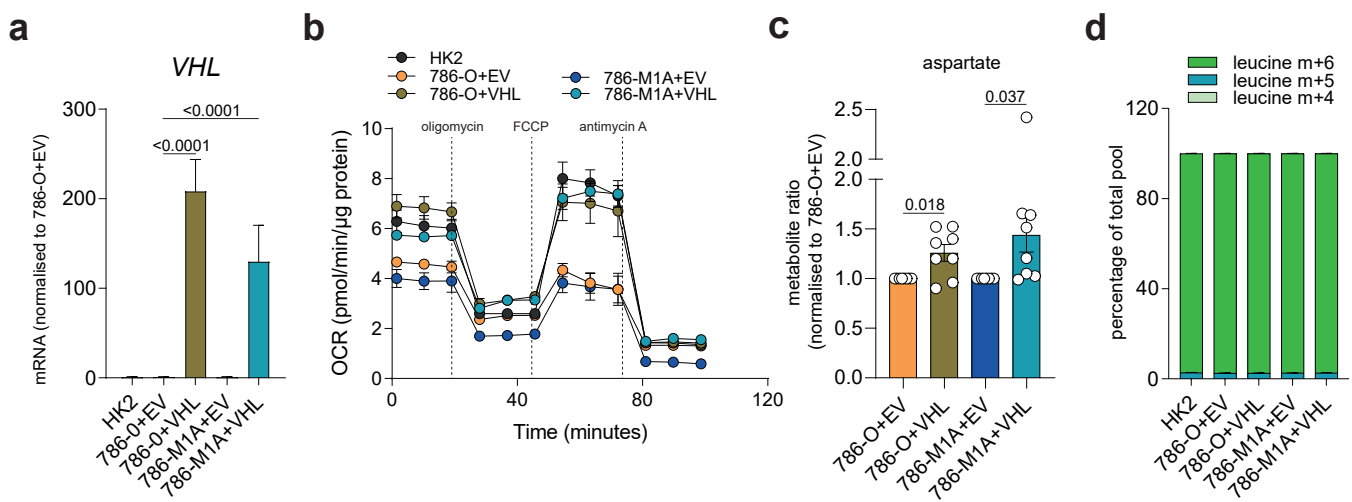

**Supplementary Fig.7. VHL reconstitution restores mitochondrial function and aspartate level in ccRCC cells.** **a**, mRNA levels of *VHL* in the indicated cell lines grown in RPMI through qPCR. *TBP* was used as endogenous control. Values represent relative quantification (RQ)  $\pm$  error calculated using Expression suite software (Applied biosystem) calculated using SD algorithm. p-values were calculated through Expression suite software. N=3 independent experiments. **b**, Cellular respiration of the indicated cell line cultured in RPMI after VHL re-expression using Sea Horse Extracellular flux analyzer XF24. OCR=oxygen consumption rate normalized for protein content/well. Values are represented as the mean of 3 independent experiments  $\pm$ S.E.M. (N=3). **c**, Ratio of the intracellular abundance of aspartate in cells grown in RPMI expressing VHL compared to EV. Data were normalized to total ion count and represent the mean of 8 independent experiments (N=8)  $\pm$ S.E.M. p-values were calculated using a two-tailed one sample t-test against the theoretical mean of 1 (786-O+EV=1 vs 786-O+VHL and 786-M1A+EV=1 vs 786-M1A+VHL). **d**, Proportion of total pool of the intracellular leucine. Cells were grown for 24h in RPMI+ $^{13}\text{C}$  leucine. Data represent the mean of 5 independent cultures  $\pm$ SD.

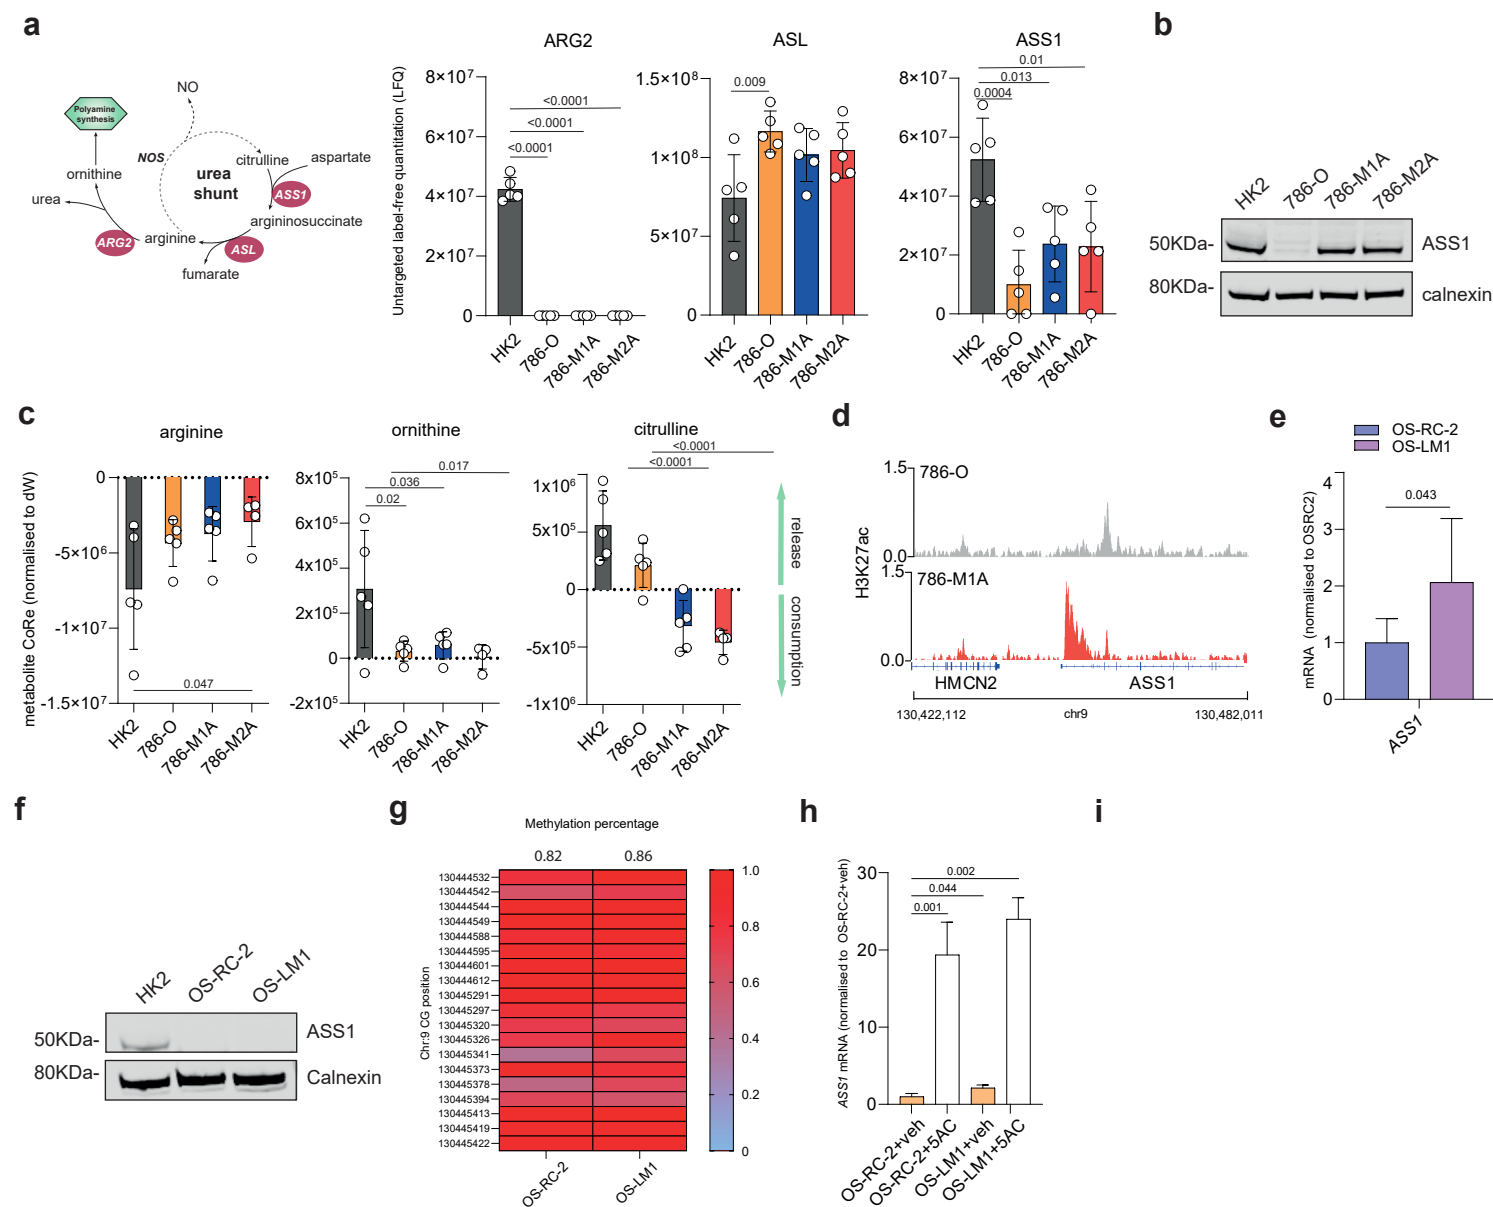

**Supplementary Fig.8. ASS1 regulation in metastatic 786-M1A and OS-LM1 cells. a**, Schematics of the urea shunt in renal cells (left) and Arginase 2 (ARG2), argininosuccinate synthase (ASS1) and argininosuccinate lyase (ASL) protein expression (right) measured through labelled-free quantification (LFQ) from the proteomic dataset in the indicated cell lines. Data are shown as mean of 5 independent cultures  $\pm$ SD. Significance was calculated using one-way ANOVA where each group was compared with HK2. **b**, Western blot of the ASS1 levels in cells stably cultured in Plasmix. Calnexin was used as an endogenous control. **c**, Consumption/release of arginine, ornithine and citrulline from medium normalized to dry weight generation at t=24 (dW) in the indicated cell lines. Data represent the mean of 5 independent cultures  $\pm$ SD. p-values were calculated using one-way ANOVA with multiple comparisons where each group was compared with HK2. **d**, Graphical visualization of the acetylation H3K27ac peaks for the genomic region around ASS1 gene in 786-O and 786-M1A generated using IGV software. Data were previously generated (Rodrigues et al.2018) from cells grown in RPMI. **e**, mRNA levels of ASS1 in OS-RC-2 and OS-LM1 through qPCR. TBP was used as endogenous control. Values represent relative quantification (RQ)  $\pm$  error. Errors, based on SD algorithm and p-value were calculated using Expression suite software (Applied biosystem) N=4 independent experiments. **f**, Western blot of ASS1 protein level in cells indicated stably cultured in Plasmix. Calnexin was used as an endogenous control. **g**, Heatmap showing the methylation level (B-value) of the indicated CG from a CpG island overlapping with ASS1 TSS. Values are presented as the mean of two independent experiments. OS-RC-2 and OS-LM1 were grown in RPMI. **h**, mRNA levels of ASS1 in OS-RC-2 and OS-LM1 treated for 72h with either vehicle or 5AC 200nM measured through qPCR. TBP was used as endogenous control. Values represent relative quantification (RQ)  $\pm$  error. Errors, based on SD algorithm and p-value were calculated using Expression suite software (Applied biosystem). N=3 independent experiments.

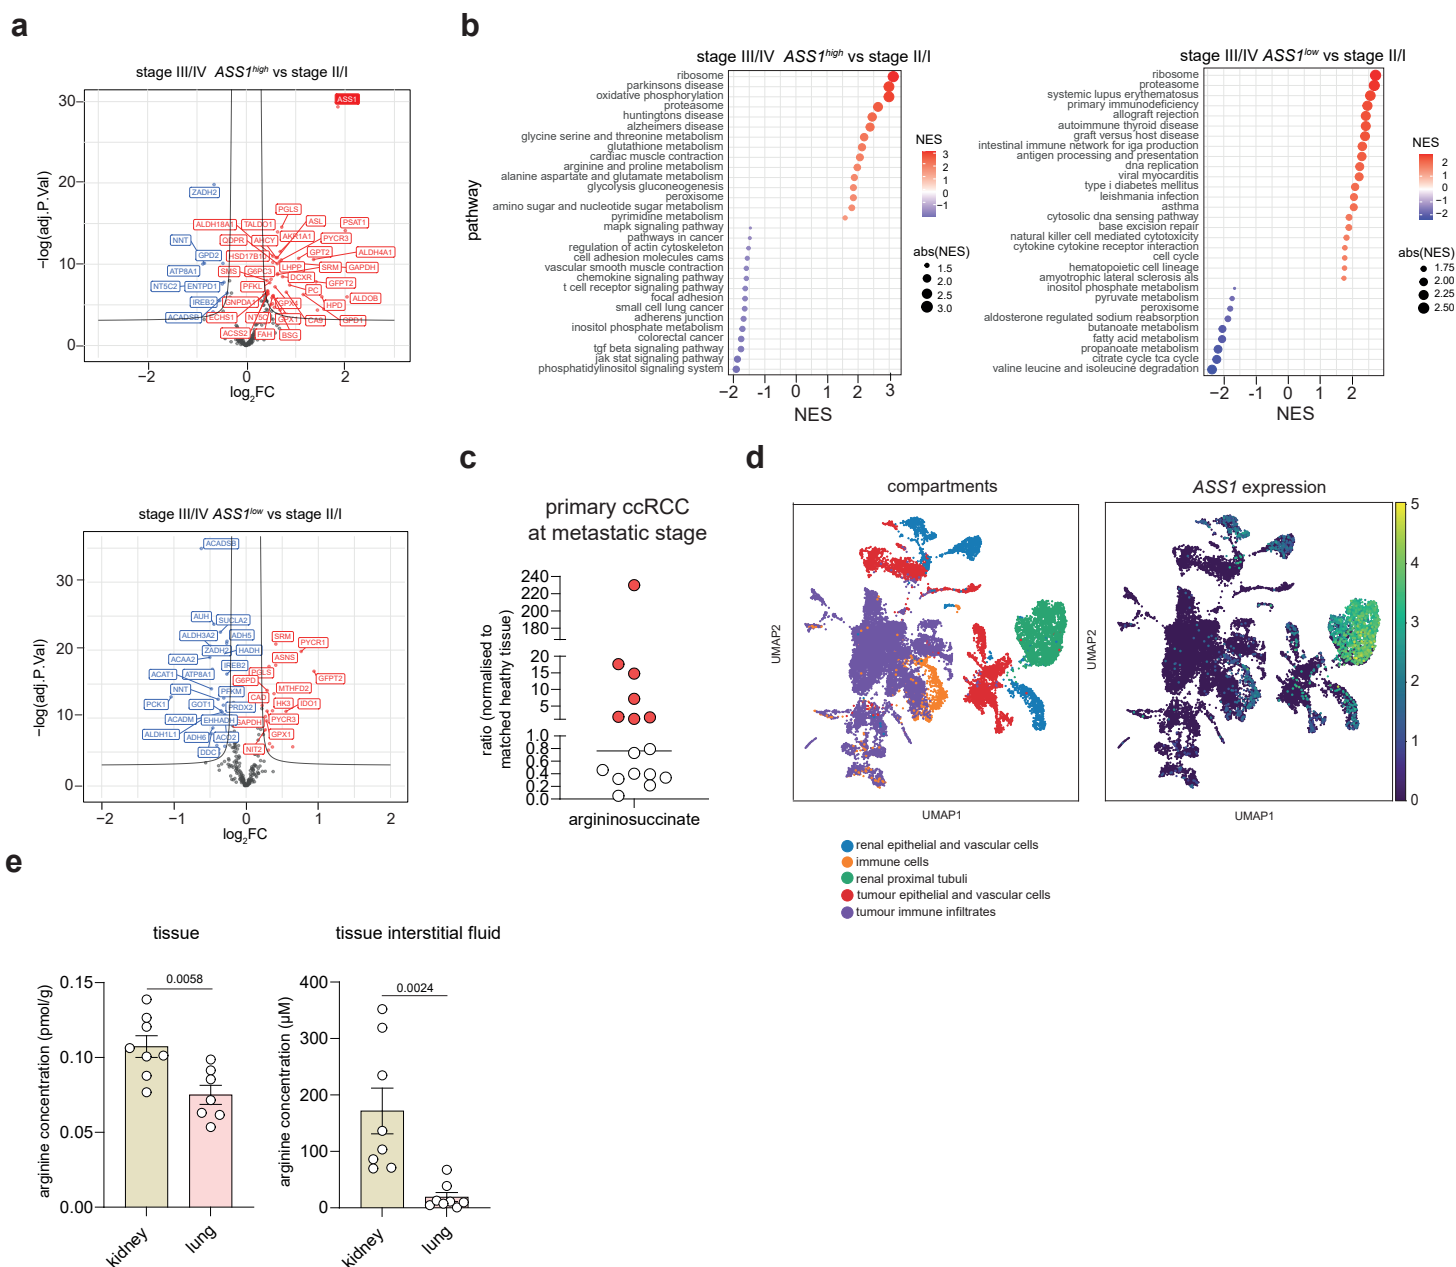

**Supplementary Fig.9. *ASS1* expression in advanced ccRCC tumors.** **a**, Volcano plot of the metabolic genes differentially expressed in a cluster of TCGA KIRC advanced tumors (Stage III+IV) where *ASS1* expression is high (*ASS1*<sup>high</sup>) or low (*ASS1*<sup>low</sup>) compared to tumors from Stage I+II. Fold change is expressed as log<sub>2</sub>FC. Y axis represents -log<sub>10</sub>(p-value). **b**, GSEA of the pathways expressed in a cluster of TCGA KIRC advanced tumors (Stage III+IV) where *ASS1* expression is higher (*ASS1*<sup>high</sup>) or lower (*ASS1*<sup>low</sup>) compared to tumors from Stage I+II. NES=normalized enrichment score. **c**, Ratio of the argininosuccinate measured through LC-MS in a cohort of ccRCC patients' primary tumors that were metastatic at the time of diagnosis, normalized to healthy matched tissue. Red dots indicate ratio values >1, while white dots <1. **d**, Expression of *ASS1* based on single-cell RNA-seq from three ccRCC patients including the cell populations of origin (compartments, as defined in the original publication) displayed on the first two components of a UMAP dimensionality reduction plot. **e**, Arginine levels in the tissue or the interstitial fluid from mouse renal and lung tissues. Data represent the mean of 8 mice ± S.E.M. p-values were calculated using unpaired t-test.

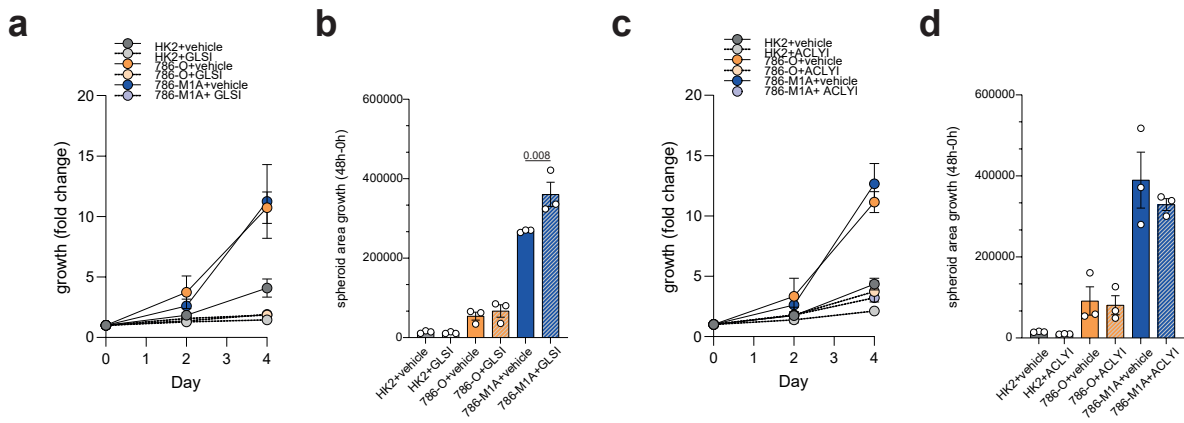

**Supplementary Fig.10. Glutaminolysis does not support the invasion of ccRCC cells *in vitro*.**

**a-c**, Proliferation rate of the indicated cell lines in the presence of 1 $\mu$ M of GLSI (CB-839) or 10 $\mu$ M ACLYI (BMS-303141) in Plasmax. Data represent the mean of 3 independent experiments  $\pm$  S.E.M. Values represent fold change increase of growth relative to day 0. **b-d**, Quantification of the increase in area of spheroids included in collagen I matrix (time 48h-0h). N=3 independent experiments  $\pm$  S.E.M. Statistical significance was calculated using one-way ANOVA with multiple comparisons and indicated in the graph for the comparison treated vs vehicle for all biological groups.

# Supplementary material for: Dynamic partitioning of branched-chain amino acids-derived nitrogen supports renal cancer progression
**Source:** Nat Commun. 2022 Dec 20;13:7830. doi: 10.1038/s41467-022-35036-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Metabolic reaction network for ocEAn.**

Reaction table from the redHuman metabolic network in Simple Interaction Format. Each row represents the directed interaction between a source (metabolite or enzyme) and a target (metabolite or enzyme). Metabolite are identified by KEGG ID when applicable and genes are identified with HUGO symbols.

# Supplementary material for: Dynamic partitioning of branched-chain amino acids-derived nitrogen supports renal cancer progression
**Source:** Nat Commun. 2022 Dec 20;13:7830. doi: 10.1038/s41467-022-35036-4
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All data and script used for the analysis of metabolomic, proteomic and RNA dataset used are available at: DOI: <a href="https://zenodo.org/badge/latestdoi/395034170">https://zenodo.org/badge/latestdoi/395034170</a>                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | <p>ocEAn package is available at: DOI: <a href="https://zenodo.org/badge/latestdoi/395034170">https://zenodo.org/badge/latestdoi/395034170</a></p> <p>Other software used are:</p> <p>Graphpad Prism 9</p> <p>TrimGalore v0.4.4</p> <p>Bismark (v0.22.1)</p> <p>FastQC (v0.11.4)</p> <p>Expression Suite v1.1 (Thermo Scientific)</p> <p>Image Studio Lite (v5.2)</p> <p>StepOne Software v2.3</p> <p>Wave v2.6 (Agilent)</p> <p>Integrative Genomics Viewer (IGV)- Broad Institute v2.7</p> <p>RStudio-2022.07.2-576</p> <p>Fiji software or ImageJ 1.52p-Java 8</p> <p>MaxQuant software package 1.6</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The manuscript includes a Data availability section in the Methods.

RNA-seq and proteomic raw files are available at: DOI: <https://zenodo.org/badge/latestdoi/395034170>.

Metabolomic raw files are available at: <https://www.metabolomicsworkbench.org/data/DRCCMetadata.php?Mode=Project&ProjectID=PR001418>

Additional metabolomic experiments will be available on MetaboLights (curation on going).

All source data used to generate graphs in the manuscript are available in the Source Data File. Western Blot uncropped images are available in the Source Data File.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. The sample sized used in the study is similar to most existing works in the same field.                                                                                                                                                                                                                                                                                                                                    |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | The reproducibility of the experimental findings was supported by performing independent experiments (usually n=3) or by having several independent culture replicates (replicate wells/dishes) as reported in the figure legends. Furthermore, additional experiments were conducted in other relevant cell lines to validate the main findings of the study. Western blot experiments were repeated more than once or validated with other techniques (qPCR or multi-omic analysis). |
| Randomization   | the metabolomic samples were run in a randomized order                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Metabolomic samples were run blindly. For other experiments, the experimental groups were not blinded.                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Calnexin antibody was purchased from Abcam (ab22595, used at 1:1000 dilution), ASS1 from Abcam ( ab124465 used at 1:500 dilution ). Secondary antibodies (conjugated with 680 or 800nm fluorophores, IRDye® 800CW Goat anti-Mouse IgG cat. 926-32210; IRDye® 800CW Goat anti-Rabbit IgG cat. 926-32211; IRDye® 680LT Goat anti-Mouse IgG cat. 926-68020; IRDye® 680LT Goat anti-Rabbit IgG cat. 926-68021, all diluted 1:2000) were purchased from LI-COR. Human Vimentin was purchased from Cell signaling

(#5741) and used at 1:100 dilution.

#### Validation

Validation and specificity of the antibodies used in the study is described on the technical datasheets available at the webpage of the vendor. The webpage includes also reference of the studies published where the antibody was used.

1. Calnexin (ab22595): <https://www.abcam.com/calnexin-antibody-er-marker-ab22595.html>, Datasheet and documents section;
2. ASS1 (ab124465): <https://www.abcam.com/ass1-antibody-2b10-ab124465.html>, Datasheet and documents section;
3. Vimentin (Cell Signaling #5741): <https://www.cellsignal.co.uk/products/primary-antibodies/vimentin-d21h3-xp-rabbit-mab/5741>
4. IRDye® 680LT Goat anti-Mouse IgG (H + L): <https://www.licor.com/bio/reagents/irdye-680lt-goat-anti-mouse-igg-secondary-antibody>;
5. IRDye® 680LT Goat anti-Rabbit IgG (H + L): <https://www.licor.com/bio/reagents/irdye-680lt-goat-anti-rabbit-igg-secondary-antibody>;
6. IRDye® 800CW Goat anti-Mouse IgG Secondary Antibody: <https://www.licor.com/bio/reagents/irdye-800cw-goat-anti-mouse-igg-secondary-antibody>;
7. IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody: <https://www.licor.com/bio/reagents/irdye-800cw-goat-anti-rabbit-igg-secondary-antibody>.

## Eukaryotic cell lines

### Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Human renal cancer cell lines; 786-O, 786-M1A, OS-RC2, OS-LM1, were obtained from J. Massagué (MSKCC, New York, USA) in 2014. 786-M1A and OS-LM1 cells are metastatic derivatives of 786-O and OS-RC2 cells, respectively (Vanhara et al., Nat Med. (2013) PMID: 23223005). RFX-631 cells were obtained from the National Cancer Institute (US) while HK2 from Eamonn Maher's laboratory (University of Cambridge). HK2, 786-O cells are available on ATCC catalogue, OS-RC-2 on RIKEN BRC and RFX-631 from National Cancer Institute (US). |
| Authentication                                                    | Cells were authenticated using γ short tandem repeat (STR) analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Mycoplasma contamination                                          | Cells were routinely tested for mycoplasma contamination                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | At the time of the study, none of the cell lines used in this study were listed in the database of ICLAC.                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Animals and other organisms

### Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NOD/SCID mice, female, 7 weeks old, purchased from Charles River Laboratories. The housing for the animal experimental work carried out in this study was controlled by the animal facility at the University of Cambridge. Chow diet ad libitum was used during the experiments. |
| Wild animals            | wild animals were not used in the study                                                                                                                                                                                                                                           |
| Field-collected samples | there are no field-collected samples in the study                                                                                                                                                                                                                                 |
| Ethics oversight        | All animal experiments were performed in accordance with protocols approved by the Home Office (UK) and the University of Cambridge ethics committee (PPL PFCB122AA)                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

### Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                       |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | In the cohort of samples used for the analysis, 67% of the patients were males, 33% females. The average age of the patients was 60 years with a range spanning between 24-81 years.                                                                  |
| Recruitment                | Patients were recruited at the time of presentation into the DIAMOND study seeking to identify biomarkers of urological disease. Following informed consent, tissue samples surplus to diagnosis and management were banked and stored in our centre. |
| Ethics oversight           | 'DISCOVERY AND ANALYSIS OF NOVEL BIOMARKERS IN UROLOGICAL DISEASES (DIAMOND STUDY)'<br>REC ref. 03/018 (UK Health and Research authority)                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

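RNA was measured by sequencing in 3 cell lines grown in Plasmax: HK2, a line of normal kidney proximal tubule, 786-O, a line from a primary ccRCC, and 786-M1A, a metastatic derivative of 786-O. There were 3 libraries per line, each from its own culture, and their conditions were taken from the labels of the samples. The paper's methods describe replicate dishes plated the day before extraction and do not name which were sequenced. The p-values therefore measure differences against the spread between dishes, with a single line for each stage. The authors prepared TruSeq Stranded mRNA libraries, sequenced them on a NextSeq and counted the reads on genes with the Rsubread package on the hg38 genome build. They deposited these counts as whole numbers without normalization, and genes with 0 counts in every library are listed. The filter on low counts, the log2 transformation, VSN and limma that the paper describes are therefore not part of the deposited counts. The version of the annotation and the use of the strand in counting are not named in the paper's text.

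The table lists 28395 genes by NCBI gene identifier. Symbols came from the RefSeq annotation of GRCh38.p14 and matched 27745 identifiers; 31 of the unmatched identifiers passed the filter and were kept in the tests. Positions, overlapping genes and pseudogenes came from GENCODE release 44 on GRCh38. The total per library was between 30212291 and 45362428 counts, so that 3 counts, the floor used here, are between 0.0661 and 0.0993 CPM. These floors are on totals without the TMM factors, which lay between 0.967 and 1.03. Folds given as at least a value rest on the same floors and are approximate to the extent of these factors. Intervals and floors cover counting error only.

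Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3, and genes with a mean of at least 50 counts over the 9 libraries were tested, which is the filter of the paper. The 3 comparisons (786-M1A against 786-O, and each of them against HK2) were contrasts of a single fit of edgeR's robust quasi-likelihood model with a coefficient per line. P-values were adjusted by Benjamini-Hochberg over the 12695 genes tested, with a threshold of 0.05, and counts of genes with at least a 2-fold difference are given beside. Standard errors were derived from the log2 fold change and the quasi-likelihood F statistic. They can be too small for genes with few counts in a line, where DESeq2 gave larger ones. Exact two-sided permutation tests of log2 CPM (prior count 2) were run for single genes. Gene sets were tested with cameraPR of limma 3.58.1 (inter-gene correlation 0.01, two-sided, threshold 0.05), and the shift of a set is the median log2 fold change of its genes minus that of all genes tested. The sets were the KEGG valine, leucine and isoleucine degradation genes as listed with the source data of Fig. 1b, and lists of HIF target genes and of genes preferred by HIF1A written before the data were examined.

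The alternatives were DESeq2 1.42.0 with its own size factors, RLE and upper-quartile normalization in edgeR, no filter on low counts, a filter of at least 10 counts in every library, calibration of the counts or of the log2 counts by a VSN model followed by limma, a fit of only the 2 lines compared, the replicate number as a block, and leaving out each library in turn. For the gene sets they were an inter-gene correlation of 0.05 and FGSEA (fgsea 1.28.0, 10000 permutations), and for the metabolic genes the labels of Fig. 6b alone. The closing section gives their effect. The pairing in the block comes from the replicate numbers 1, 2 and 3 in the labels of the libraries. The VSN package was not used; the calibration is an own implementation of its model, with 0 counts set to 0.5.

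The models were also run on simulated counts. Among 12695 simulated genes, 200 of them changed, edgeR called 195 of the changed genes and 12 unchanged ones. The calibration of counts followed by limma called 195 and 10, and returned log2 fold changes with a slope of 0.826 against the simulated ones. The calibration of log2 counts followed by limma called 196 and 6, with a slope of 0.393. The simulated lines differed in these 200 genes only and had the same means elsewhere, so the slopes need not hold for the real counts.

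The genes named were chosen by a rule set before the data were examined. They are the genes the paper names or labels for these data or names for protein in these lines, the genes of the lists above, and for each comparison the 5 with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold without overlap between libraries. Genes outside this rule are named as chosen after their values were seen. Single results of some genes within the rule are not reported here. Supplementary Data 1 was cut off in the copy used, so the metabolic network has 112 genes here, 65 of them tested. Transcription factor activities, proteomics, metabolomics, methylation and tumor data were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the other steps.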

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

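The tests of a shift from the scaling, of a mixed or mislabelled library, of a deletion, of depth, and of GC content for the HIF genes between 786-M1A and 786-O were chosen only after the results were seen; *GLUL* and *EMC10* were singled out after their values were seen.

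The log2 fold change of *EPAS1* against HK2 was higher in 786-M1A than in 786-O by 0.63 (edgeR adjusted p = 8.02e-11, from 3.06e-50 to 5.13e-08 over the alternatives, higher in 3 of 3 libraries). For *PAX8* the difference was 0.14 (edgeR adjusted p = 0.00629, from 9.35e-04 to 0.0709 over the alternatives, also higher in 3 of 3 libraries), and it was not called under the calibration of log2 counts. Over TMM, RLE and upper-quartile scaling the difference of *EPAS1* changed by at most 2.18% and that of *PAX8* by at most 9.64%. Each of the 9 libraries correlated best with a library of its own line, so a mislabelled library was not seen. *PAX8* overlaps the antisense gene *PAX8-AS1*, and reads shared with it were not tested, so the difference of *PAX8* cannot be told apart from that explanation. The difference of *EPAS1* may be a property of the metastatic line, a hypothesis found and tested on the same data.

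The list of HIF target genes was shifted upward in 786-M1A relative to 786-O, by 0.39 (n = 19 genes, cameraPR p = 1.24e-05, from 1.21e-09 to 0.00260 over the alternatives). After a loess fit on GC content and transcript length was taken off, the shift was 0.34. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a shift as large, the real one, and the others gave at most 0.205. With 10 splits the share cannot fall under 0.1 whatever the data, so this count cannot tell the shift apart from a grouping by chance. The genes preferred by HIF1A had a shift of 0.24 over 9 genes (cameraPR p = 0.0132, FGSEA permutation p = 0.00813, from 0.00495 to 0.304 over the alternatives). It was lost under the calibration of log2 counts (0.055), so whether the shift is limited to the list of HIF target genes depends on the setting.

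Among genes the paper does not discuss, those with the largest positive changes between 786-M1A and 786-O were *PDGFRB* (log2 fold change 6.75), *GALNT5* (log2 fold change 5.81), *PRTFDC1* (log2 fold change 5.55) and *QPCT* (at least 13.5-fold higher). Those with the largest negative changes had 0 counts in all 3 libraries of 786-M1A: *WLS* (at least 307-fold lower), *PTPRS* (at least 217-fold lower), *ENPP4* (at least 56.4-fold lower), *FAM89A* (at least 31.9-fold lower) and *RHOD* (at least 28.8-fold lower). Each of these genes kept its direction and its call under the alternatives that gave it a value. *WLS* overlaps the antisense gene *GNG12-AS1* in the count table. Of the 9 libraries, 9 correlated best with a library of their own line over all genes tested, which an exchanged library would disturb. A mixture that is partial, or shared by the 3 libraries of a line, would leave this unchanged and is not excluded by it. The genes with a mean of at least 50 counts in 786-O and at most 3 counts in every 786-M1A library numbered 18, and the reverse pattern was found for 0 genes, a pair of limits chosen after the values were seen; with a floor of 10 counts, also chosen after seeing the data, the numbers were 49 and 5. Of the 18 genes, 0% had a neighbouring expressed gene that was silent too, as the deletion of a region would give, though a deletion of a single gene was not tested. After all 6 libraries were thinned to the total of 37286537 counts, the number of genes expressed in 786-O and silent in 786-M1A was again 18. As the libraries differ little in depth, this test could hardly have come out otherwise, so it does not decide whether depth plays a part. RNA of HK2 cells in the 786-O libraries would bring reads of *GLUL*, of which these libraries had 0 or 1 against 4903 to 7088 in HK2, a comparison made after the values were seen. RNA of cells other than the 3 lines was not tested. A candidate explanation is the outgrowth of a subclone in which these genes are off.

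Against HK2, *GLUL* was at least 2117-fold lower in 786-O, with 0 or 1 counts per library against 4903 to 7088 in HK2, and it had 0 counts in every 786-M1A library. *EMC10* was at least 1181-fold higher in 786-O, with 3636 to 4304 counts per library and 0 in every HK2 library. Neighbouring genes were expressed in all lines, with at least 1352 counts for *IER5* beside *GLUL* in 786-O, and at least 1747 for *POLD1* and 210 for *JOSD2* beside *EMC10* in HK2. The antisense gene *GARIN5A*, which overlaps *EMC10*, had 0 counts in every HK2 library as well and 13 to 17 in 786-O. No biological explanation was tested for these differences.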

How the results depend on the processing

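A floor of 10 counts was the only alternative chosen after seeing the data, and the count of genes that the filter removes was chosen only after the result was seen. All other alternatives were set before the data were examined.

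Of the 25 results that answer a comparison, 20 kept their direction and their side of the threshold (for counts, stayed within 1.5 times) under every alternative that gave a value. These are the numbers of differentially expressed genes in the 3 comparisons, the number of metabolic genes, the rank of *ASS1*, the log2 fold changes of *ASS1*, *CXCR4*, *CYTIP*, *LTBP1* and *SLAMF8* between 786-M1A and 786-O and of *EPAS1* and *MAX* against HK2, and the shifts of both gene sets. For 786-M1A against 786-O, the number of differentially expressed genes ran from 6774 to 8080 over 9 alternatives and from 6342 to 6709 across the 6 fits that each left out a library. The log2 fold change of *ASS1* ran from 0.95 to 4.45 and from 4.25 to 4.86, and its rank was 1 throughout. The number of metabolic genes was 46 or 47 of 65 under the alternatives that test the same 65, 38 of 55 with at least 10 counts in every library, and from 44 to 48 across the 6 fits that each left out a library. The labels of Fig. 6b gave 49 of 49, a list drawn from these same libraries that shows no stability.

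The numbers of genes with at least a 2-fold difference moved. Without a filter on low counts they were 1592 between 786-M1A and 786-O, 5410 between 786-O and HK2, and 5895 between 786-M1A and HK2, against 836, 2829 and 3220. With the calibration of counts and limma they were 136, 1329 and 1530, and with the calibration of log2 counts and limma 163, 1453 and 1704. Between 786-M1A and 786-O, the genes higher in 786-M1A were 258 of 836, 69 of 136 with the calibration of counts and 79 of 163 with that of log2 counts. On simulated counts these calibrations returned log2 fold changes with slopes of 0.826 and 0.393, against 0.998 for edgeR. Without a filter, 760 of the 1592 genes, 2562 of the 5410 and 2672 of the 5895 were genes that the filter removes, a count made after the result was seen.

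The log2 fold change of *PAX8* between 786-O and HK2, which was not called in any setting, was 0.00044 without a filter on low counts, reversed in sign, and ran from -0.053 to 0.0069 across the 6 fits that each left out a library. Between 786-M1A and HK2 the call of *PAX8* was lost with upper-quartile normalization (0.074), the calibration of counts (0.081) and the calibration of log2 counts (0.0018), and without 786-M1A replicate 1; the 6 fits that each left out a library ran from 0.083 to 0.15. The cause was not tested. Of the other results, 7 values were weaker and 0 reversed: *PAX8* between 786-M1A and 786-O with the calibration of log2 counts, and 6 of *GOT2*.

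With the replicate number as a block, 7157 genes were differentially expressed between 786-M1A and 786-O, 10688 between 786-O and HK2, and 10797 between 786-M1A and HK2. The block left the shift of the HIF target genes between 786-M1A and 786-O at 0.39 (n = 19 genes, p = 5.92e-06) and that of the BCAA degradation genes at -0.08 (n = 42 genes, p = 0.304).

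The filter of at least 10 counts in every library gave no value for *CXCR4*, *CYTIP*, *SLAMF8* and *ALDH2*. Depth limits the size of the difference of *CXCR4*, with 1 to 5 counts per library in 786-O, and of *ASS1*, with 10 to 23.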

Differences from the paper's values

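No test in this part was chosen only after the result was seen. The paper's values here are read by eye from its figures. The SD bars of Supplementary Fig. 2c were not used. A log2 fold change here counts as closing the gap when it is within the replicate SD of the paper's, a fold when it is within that SD or within 1.5 times the paper's, and a correlation when it is within 0.1. The SD is that of log2 CPM for calibrated values too, which are on another scale, so for these the limit is a loose one.

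The paper's log2 fold change of *ASS1* between 786-M1A and 786-O is about 0.53 in Fig. 6b, read by eye, against 4.43 here. Of the alternatives set before the data were examined, the calibration of counts with limma gave 0.95, within the replicate SD of 0.547 but still above the paper's value, and the others were outside it. For *ALDH2* the paper's value is about 0.67 in Fig. 6b, read by eye, against 1.35 here; the calibration of log2 counts with limma closed the gap with 0.78, and the others did not. For *AKR1B1* the paper's value is about 0.70 in Fig. 6b, read by eye, against 0.87 here, and none of the alternatives closed the gap (0.44 to 0.90). For *BCAT1* the paper's value is about -0.48 in Fig. 6b, read by eye, against -0.38 here; the calibration of log2 counts with limma (-0.45), the fit without 786-O replicate 3 (-0.40) and the fit without 786-M1A replicate 3 (-0.40) closed the gap, and the others did not.

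The paper's fold of normalized counts of *CXCR4* in 786-M1A over 786-O is about 1.5 in Supplementary Fig. 2c, read by eye, against 69.4 here; the calibration of counts with limma closed the gap with 1.75, and the others did not. For *CYTIP* the paper's fold is about 3.9 in Supplementary Fig. 2c, read by eye, against 10.4 here. For *LTBP1* it is about 1.8, read by eye in the same figure, against 5.56 here, and for *SLAMF8* about 1.3, read by eye, against 2.39 here. For these 3 genes the calibration of counts (4.75, 2.24 and 1.46) and that of log2 counts (3.92, 1.95 and 1.38) closed the gap, and the others did not.

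The paper's lowest correlation between libraries is about 0.88 in Supplementary Fig. 3j, read by eye, against 0.719 for log2 CPM. The calibration of counts (0.875) and that of log2 counts (0.857) closed the gap; the other alternatives were not computed for this value.

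Fig. 6b places *AKR1B1* at the largest log2 fold change among the upregulated genes it labels, with *ALDH2* next and *ASS1* after them. Here *ASS1* had the largest (4.43), with rank 1 in every setting run, and *ALDH2* (1.35) was above *AKR1B1* (0.87) in every setting that gave both a value. *ALDH1L2* (3.33), which overlaps antisense genes in the count table, was above *AKR1B1* too, but below it under the calibration of counts with limma (0.40 against 0.83).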

Other observations

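The Fisher exact test of directions was chosen only after the result was seen, and *HIF1A* and the chromosome arms named were singled out after their values were seen. The gene lists were written before the data were examined, and the other tests of explanations were set once the table had been opened and before any comparison was fitted.

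For each count of differentially expressed genes, each count with at least a 2-fold difference, the count of metabolic genes and the shifts of both gene sets, 1 of the 10 splits of the 6 libraries into 3 and 3 gave a result as large, the real one. Among the 4 splits that part all same-numbered pairs it was 1 as well. The other splits gave 0 genes with an adjusted p-value under 0.05 in each comparison, and between 11 and 208 genes at an unadjusted p under 0.05 for 786-M1A with 786-O, between 1 and 13 for 786-O with HK2, and between 0 and 23 for 786-M1A with HK2. With 10 splits the share cannot fall under 0.1 whatever the data, so this count cannot exclude a grouping by chance, nor does it speak for one.

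A gain of the chromosome region was tested as an explanation for the higher *ASS1* in 786-M1A than in 786-O. The 48 tested genes within 2 Mb of *ASS1* had a median log2 fold change 0.23 above that of all genes, against 4.43 for *ASS1*, so a gain of the region could account for a small part of the difference at most. The *ASS1* pseudogenes had 0 counts because none of them is in the count table, so reads shared with them cannot be excluded.

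Log2 fold changes between 786-M1A and 786-O clustered by chromosome arm. The SD of the medians of 41 arms was 0.11, against a largest value of 0.034 over 10000 shuffles of genes over arms (permutation p = 0.0001, the smallest these shuffles can give). The medians were -0.32 for 15q, -0.29 for 17q and -0.25 for 7p, and 0.26 for 22q, 0.24 for 7q and 0.22 for 9q. Differences in copy number between the lines are a candidate explanation, and copy number itself was not measured in these data.

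The BCAA degradation genes, which the paper tested as proteins in these lines, had no shift past the threshold as mRNA. It was -0.15 between 786-O and HK2 (n = 42 genes, cameraPR p = 0.574), -0.28 between 786-M1A and HK2 (p = 0.354) and -0.08 between 786-M1A and 786-O (p = 0.322). Single genes of the set were called lower more often than higher, 22 against 12, 25 against 10 and 17 against 7 in the same order. After a loess fit on GC content and transcript length was taken off, the first shift was -0.10, nearer to 0 than before, and the last -0.12, further from 0. The last was within 0.1 before the fit already, the limit set for this test, so the test could not decide whether such a bias plays a part in it. Of the 26 proteins labelled in Supplementary Fig. 2d, 22 had an mRNA difference in the same direction between 786-O and HK2 (84.6%, 95% Clopper-Pearson interval 65.1% to 95.6%, exact two-sided binomial p = 0.000534 against 50%, which treats genes as independent). As most of these proteins and mRNAs were lower, the shares of higher and lower alone give 64.2%, and a Fisher exact test that holds them fixed gave p = 0.0104. Of the mRNA differences, 19 in the same direction and 2 in the opposite were called, the latter *BCAT1* and *HSD17B10*; *DLD* and *IVD* were opposite and not called.

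The HIF target genes were shifted upward against HK2 by 1.63 in 786-O (n = 19 genes, cameraPR p = 3.67e-08) and by 1.98 in 786-M1A (p = 3.73e-11). The shift in 786-O was 1.72 after the loess fit on GC content and transcript length. The genes preferred by HIF1A were not shifted up against HK2 in 786-O (-0.14 over 9 genes, cameraPR p = 0.930, FGSEA permutation p = 0.680). Nor were they in 786-M1A against HK2 (-0.0045, cameraPR p = 0.314, FGSEA permutation p = 0.223). *HIF1A* mRNA was lower in 786-O than in HK2 by a log2 fold change of -6.13 (edgeR adjusted p = 7.69e-28, lower in 3 of 3 libraries). These values are consistent with HIF2A activity in cells without VHL, which predicted a shift of the HIF target genes without a shift of the genes preferred by HIF1A. The shift of the genes preferred by HIF1A between 786-M1A and 786-O is not accounted for by it (0.24, with 7 of 9 called higher and 0 lower). *EPAS1* mRNA, which encodes HIF2A, was lower than in HK2 in 786-O (-1.94) and 786-M1A (-1.31). An mRNA level measures neither the amount nor the activity of the protein, so these values do not decide the question. HIF2A activity is a hypothesis here, since the direct targets of each factor were not measured.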
